# Structural and regulatory determinants of flagellar motility in *Rhodobacterales*—the archetypal flagellum of *Phaeobacter inhibens* DSM 17395

**DOI:** 10.1128/msystems.00419-25

**Published:** 2025-07-08

**Authors:** Jürgen Tomasch, Pascal Bartling, John Vollmers, Lars Wöhlbrand, Michael Jarek, Manfred Rohde, Henner Brinkmann, Heike M. Freese, Ralf Rabus, Jörn Petersen

**Keywords:** flagellar motility, flagellar gene regulation, CtrA phosphorelay, *Rhodobacterales*, evolution

## Abstract

Flagellar motility is crucial for the swim-and-stick lifestyle and plays an important role in bacterial-algal interactions of *Rhodobacterales*. This alphaproteobacterial order contains three distinct types of flagellar gene clusters (FGCs) for the formation of a functional flagellum. Our phylogenetically broad taxon sampling of more than 300 genomes revealed that the most common FGC, the *fla1*-type, was probably already present in the common ancestor of *Rhodobacterales* and was strictly vertically inherited, while the other two FGC types, *fla*2 and *fla3*, were spread via horizontal operon transfers. Swimming of the marine model organism *Phaeobacter inhibens* DSM 17395 (*Roseobacteraceae*) is mediated by the archetypal *fla1*-type flagellum. Screening of 13,000 transposon mutants of *P. inhibens* on soft agar plates revealed that 40 genes, including four genes encoding conserved but not yet characterized proteins (CP1–4) within the FGC, are essential for motility. Exoproteome analyses indicated that CP1–4 are required at different stages of flagellar assembly. Only eight genes outside the FGC were identified as essential for swimming motility, including all three genes of the CtrA phosphorelay. Using comparative transcriptomics of Δ*cckA*, Δ*chpT*, and Δ*ctrA* mutants of the distantly related model organisms *P. inhibens* and *Dinoroseobacter shibae* DSM 16493, we identified genes for the flagellum and cyclic di-GMP turnover as core targets of the CtrA phosphorelay and a conserved connection with quorum sensing across members of the *Rhodobacterales*.

**IMPORTANCE:**

The bacterial flagellum is a sophisticated nanomachine for swimming motility and rapid chemotactic response to gradients of attractants or repellents in the environment. It is structurally highly conserved and has been intensively studied in gammaproteobacterial model bacteria such as *Escherichia coli* and *Salmonella enterica*. However, the flagellar gene clusters of different alphaproteobacterial orders have distinct structures and compositions, as demonstrated by the three flagellar systems of *Rhodobacterales* investigated in the current study. The archetypal *fla1*-type flagellum originated in its common ancestor and evolved synchronously with the host. The universal presence of four as yet uncharacterized essential genes in *fla1*-type FGCs (CP1–4) reflects the order-specific adaptation of the flagellar system during bacterial evolution. Comparative transcriptome analyses of Δ*cckA*, Δ*chpT,* and Δ*ctrA* mutants showed that the core function of the CtrA phosphorelay in *Rhodobacterales* is the transcriptional control of flagellar genes.

## INTRODUCTION

The bacterial order *Rhodobacterales* (phylum *Pseudomonadota*, class *Alphaproteobacteria*) contains two major families, namely the *Paracoccaceae* and *Roseobacteraceae* (1, 2). While some species are found in soil or freshwater (3), the *Roseobacteraceae* are an abundant and important part of the marine microbial community. They are found in the phycosphere of macro- and microalgae (4–9), where they contribute to both primary production and remineralization of nutrients (10–12). In model co-culture systems, they promote growth but can also induce the death of their algal hosts (5, 13–15). In several cases, motility was found to be essential for interaction with the eukaryote (16–18). The ability to switch between growth in biofilms on biotic or abiotic surfaces and as free-roaming pelagic cells is widely conserved within this family (19, 20) and is likely a key factor for their success in the environment (21, 22). This swim-or-stick lifestyle of the *Roseobacteraceae* resembles the biphasic growth of *Caulobacter vibrioides* (synonym *C. crescentus*). In this alphaproteobacterial model organism, decades of work have revealed a complex regulatory cascade that coordinates flagellar gene expression with the cell cycle (23). At its center is the CtrA phosphorelay, which likely evolved from an ancient regulator of flagellar gene expression and is conserved in *Alphaproteobacteria*, including the *Rhodobacterales* (24).

The bacterial flagellum is a complex nanomachine that is assembled sequentially, starting from a motor that is anchored in the membrane(s) and ending in the filament composed of numerous subunits of flagellin (25, 26). Its rotation is typically powered by a proton gradient mediated by stator proteins that form a proton channel (25). The flagellum is crucial for swimming motility (27), and its rotation is often regulated by chemotaxis proteins in response to attractants or repellents (28). About 35 different proteins are involved in flagellar assembly, with some of them acting as chaperones and not being part of the final structure. A set of 24 core proteins is largely conserved across bacterial phyla (26). Flagellar genes in *Rhodobacterales* are also highly conserved and typically located in a flagellar gene cluster (FGC) (29, 30), which probably facilitates their coordinated expression (26, 31). A decade ago, a comparative genome analysis of 40 taxa revealed the presence of three evolutionary distinct FGCs (*fla1*, *fla2*, and *fla3*) in *Rhodobacterales* (30). Each of them alone can confer the ability to swim on soft agar plates (20). Notably, some members of *Rhodobacterales* contain more than one FGC encoded in their genomes. Some of the *fla2*- and *fla3*-type FGCs were found on plasmids, suggesting that they have been distributed across species borders by horizontal operon transfer (HOT).

The present study aimed to provide a comprehensive overview of the distribution and evolution of flagellar systems in the *Rhodobacterales. Phaeobacter inhibens* DSM 17395, a probiotic bacterium in marine aquacultures (32) and an important model organism for algal-bacterial interactions (5, 15, 17), heterotrophic C/N-cycling (33, 34), and plasmid biology (14, 35–37), was chosen to determine structural and regulatory components of flagellar motility. Screening of a transposon mutagenesis library revealed 40 genes that are essential for motility, and we characterized mutants of conserved structural proteins within the FGC and the CtrA phosphorelay using proteomics and transcriptomics, respectively.

## RESULTS

### Phylogenomic tree of 306 *Rhodobacterales*

The prerequisite for reliable insights into flagellar evolution was the establishment of a robust phylogenomic reference tree. Accordingly, the selection of 306 *Rhodobacterales* genomes was focused on a phylogenetically broad taxon sampling (Table S1). It comprised 230 type strains, but also five strains previously used for the investigation of flagellar motility: *Phaeobacter inhibens* DSM 17395, *Epibacterium* sp. TM1040 (also *Silicibacter* sp. TM1040 or *Ruegeria* sp. TM1040), *Marinovum algicola* DG898, *Dinoroseobacter shibae* DSM 16493, and *Cereibacter sphaeroides* 2.4.1 (synonym *Rhodobacter sphaeroides* 2.4.1). The phylogenomic tree that is presented in Fig. 1A was rooted with *Rubrimonas cliftonensis* DSM 15345, representing the most basally branching bacterium of our data set (1). The phylogeny is well-resolved, and its branching pattern is supported by a 100% bootstrap proportion for many subtrees (BP, Fig. S1A). Identification and naming of different clades (C1–C11), which allowed a subclassification of taxa between family and genus level, is consistent with the results of previous studies (20, 38). The clades, ranging from *P. inhibens* DSM 17395 (clade 1) to *Rhodovulum sulfidophilum* DSM 1374 (clade 11), all represent the marine *Roseobacteraceae*, whose monophyly is supported by 92% BP, while clade 8 represents the distinct sister family *Paracoccaceae* (100% BP). Serial branching of the taxa ranging from *Meinhardsimonia xiamenensis* DSM 24422 to *Ru. cliftonensis* DSM 15345 indicated the presence of at least four as yet undescribed basal families in the order *Rhodobacterales*.

**Fig 1:**
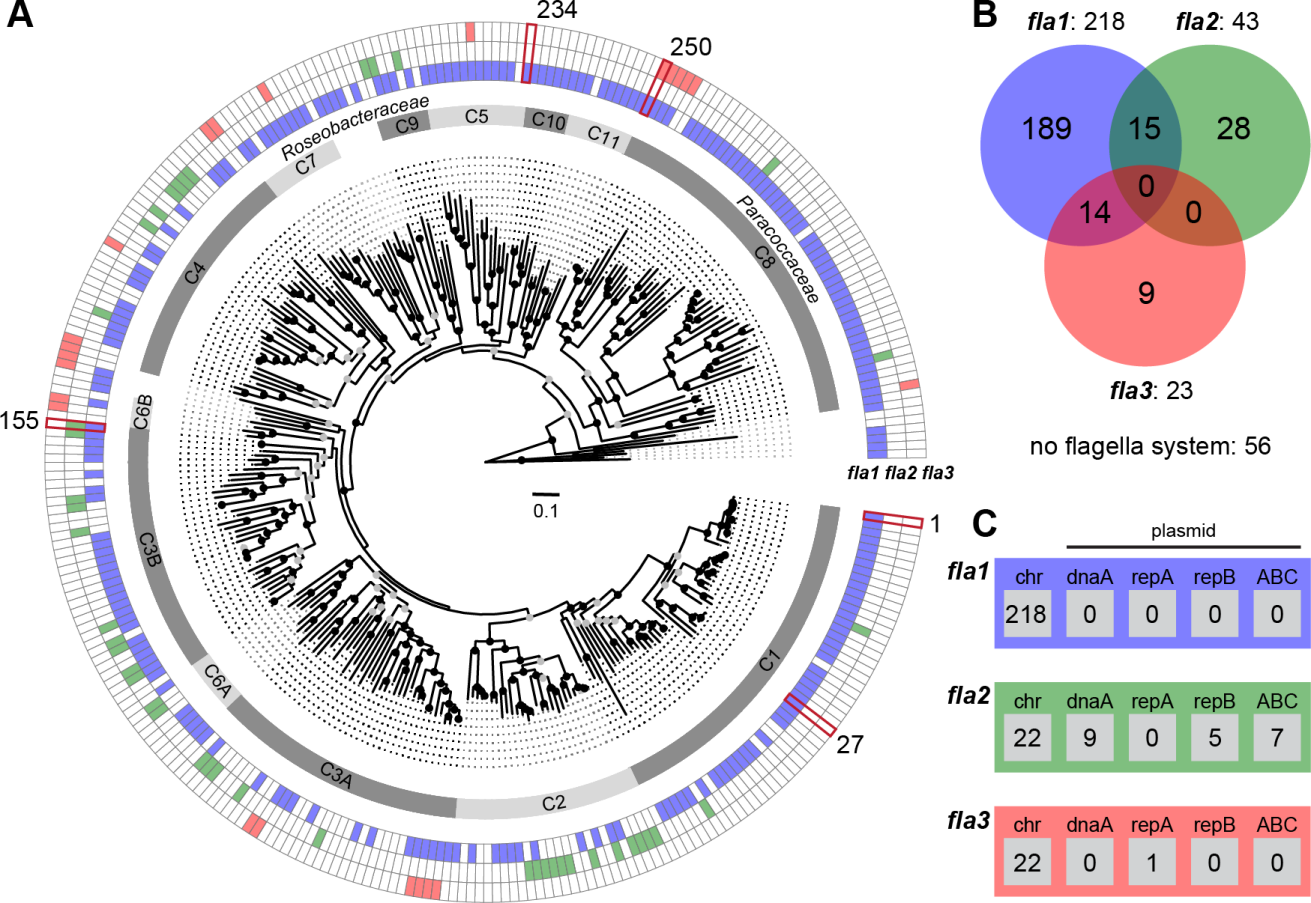
Phylogenetic distribution of three different flagella gene clusters in *Rhodobacterales*. (**A**) Phylogenomic tree of 306 *Rhodobacterales* strains based on an alignment of 123,793 amino acid positions from 417 orthologous proteins. Bootstrap support is indicated as black (100%) or gray (> 70%) circles. The scale bar represents amino acid substitutions per site. The fully annotated tree is shown in Fig. S1A; genome accession numbers are listed in Table S1. The inner ring shows the 11 distinct clades of *Rhodobacterales* (**C1–C11**). The outer rings indicate the presence and absence of FGCs corresponding to the three different flagellar systems, namely *fla1* (blue), *fla2* (green), and *fla3* (red; Fig. S1B). (**B**) Venn diagram of the FGC abundance in the 306 genomes. (**C**) Genomic localization of FGCs on the chromosome (chr) and four plasmid types (DnaA-like [*dnaA*], RepA [*repA*], RepB [*repB*], and RepABC [ABC]) specific to *Rhodobacterales* is indicated in the respective boxes. Five reference strains for the study of flagellar motility are highlighted in dark red: *Phaeobacter inhibens* DSM 17395 (1), *Epibacterium* sp. TM 1040 (27), *Marinovum algicola* DG898 (155), *Dinoroseobacter shibae* DSM 16493 (234), and *Cereibacter sphaeroides* 2.4.1 (250).

### Distribution and evolution of flagellar systems in *Rhodobacterales*

The distribution of flagellar systems in 306 *Rhodobacterales* genomes was investigated by comprehensive BLASTP searches using the three previously characterized FGCs from *P. inhibens* DSM 17395 (*fla1*), *M. algicola* DG898 (*fla2*), and *C. sphaeroides* 2.4.1 (*fla3*) as references (30). We identified 284 FGCs in 255 strains with a proportion of 77% flagellar systems of the *fla1*-type (218), 15% of the *fla2*-type (43), and 8% of the *fla3*-type (23; Fig. 1B). In total, 51 taxa harbored no FGCs, and two different flagellar systems were identified in 29 genomes. While 15 strains contained the combination *fla1*/*fla2* and 14 strains contained the combination *fla1/fla3*, neither the combination *fla2*/*fla3* nor the presence of all three flagellar systems was found.

Phylogenies of the *fla1*, *fla2,* and *fla3* FGCs were individually calculated based on four conserved proteins: FlhA, FliF, FlgH, and FlgI (30). A branching pattern comparable to the species tree was only found for the *fla1*-type flagellum, as illustrated by the formation of distinct flagellar subtrees reflecting the different clades of *Rhodobacterales* (Fig. S1B). The *fla1* subtree topology of clade 1 precisely mirrors the organismal evolution, and the absence of *fla1* in only 7 out of 50 genomes is therefore best explained by independent losses of the FGC. A comparable pattern of sporadic *fla1* losses could also be observed in other well-sampled lineages, such as clade 3B (8/35) or clade 8 (3/50) (Table S1). In contrast to the archetypal flagellar system *fla1*, neither the *fla2*- nor the *fla3*-phylogeny showed conserved subtrees beyond the genus level (Fig. S1B and S2).

Co-localization analysis of FGCs and plasmid replication systems revealed 22 FGCs located on extrachromosomal replicons (Fig. 1C). All *fla1*-type and all but one *fla3*-type FGCs were found to be located on the chromosome. By contrast, almost half (21/43) of the *fla2*-type FGCs are localized on plasmids representing three different replication types, namely DnaA-like, RepB, and RepABC, and in total nine compatibility groups (Fig. S2). The scattered distribution of *fla2*-type FGCs throughout 8 *Rhodobacterales* clades illustrates the promiscuity of this flagellar type (Fig. 1A). The corresponding flagellar tree showed that taxa of clade 3B recruited *fla2* at least three times independently (Fig. S2). The phylogenetic distance between chromosomally and mainly plasmid-encoded *fla2*-type FGCs within the genus *Sulfitobacter* (clade 2) reflects two independent ancient acquisitions, and the comparison of flagellar and species trees revealed two recent horizontal transfers of the *fla2*-type FGC for *S. marinus* DSM 23422 and *S. brevis* DSM 11443. In summary, the diverse compatibility groups of *fla2*-bearing plasmids and their phylogenetic distribution suggest a dominant role of plasmid-mediated HOTs in the evolution of *Rhodobacterales*.

### Structural composition of the archetypal flagellar system *fla1* of *Rhodobacterales*

A comparison of the archetypal *fla1*-type FGC from five well-studied *Rhodobacterales* strains demonstrated their structural conservation irrespective of their presence in *Roseobacteraceae* or *Paracoccaceae* (Fig. 2A). The upstream cluster of 29 genes ranging from *motB* to *fliI* (genes 01-29, Table S2A) showed a conserved genetic architecture with three exceptions. First, non-flagellar genes were inserted between the inversely oriented operons *motBflgEKLI* and *fliFHNP* in *D. shibae* (108 genes) and *C. sphaeroides* (two genes). Second, the conserved gene 19 with unknown function was replaced by a non-homologous gene in *D. shibae*. Third, the soluble lytic murein transglycolase (gene 15) was found exclusively in *P. inhibens* and *C. sphaeroides*. The last observation was of particular interest because the corresponding transposon mutant of *P. inhibens* was immotile (see below). The downstream cluster of seven genes, ranging from *flbT* to *flgD* (genes 30–36), underwent more frequent rearrangements, as documented by the distinct localization of the conserved protein CP1 in *P. inhibens* (Table S2A). It is noteworthy that *fla1* genes of the four *Roseobacteraceae* in Fig. 2A are generally located on the chromosome, whereas the conserved *fliC-flaF-flbT-CP1* gene cluster of *C. sphaeroides* was found on a 124 kb plasmid, reflecting inter-replicon recombination. This plasmid also contained a conserved *rmlCBDA* operon for the biosynthesis of L-rhamnose that is crucial for biofilm formation of *Rhodobacterales* (19), thus documenting a genetic linkage of surface attachment and flagellar motility.

**Fig 2:**
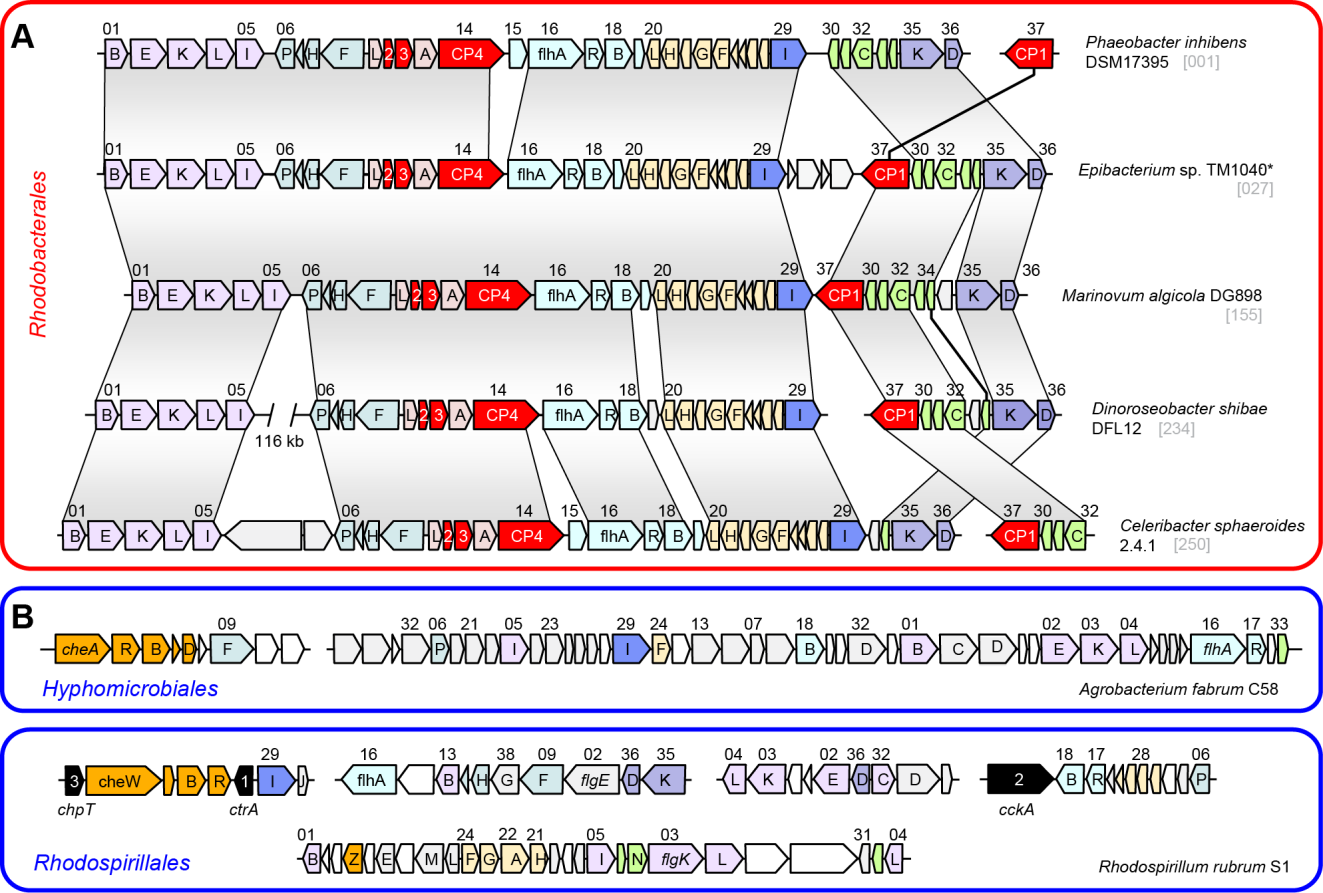
Organization of flagellar gene clusters in *Alphaproteobacteria*. (**A**) *Fla1*-type FGCs of five representative *Rhodobacterales*. Genes coding for four conserved hypothetical proteins are highlighted in red. (**B**) FGCs of representatives of *Hyphomicrobiales* and *Rhodospirillales*. The flagellar genes are numbered according to their position in the FGC of *P. inhibens* DSM 17395 (Table S2A). Chemotaxis genes are shown in orange; *also *Silicibacter* sp. TM1040.

Comparison of *fla1* of *Rhodobacterales* with the FGC of *Agrobacterium fabrum* C58 (*Hyphomicrobiales*) and *Rhodospirillum rubrum* S1 (*Rhodospirillales*) revealed fundamental differences in their composition (Fig. 2B and C). In addition, chemotaxis genes were part of the FGCs of *A. fabrum* and *Rh. rubrum* (Table S2B and C), which was not observed for the FGCs of *Rhodobacterales*. Furthermore, the three genes of the CtrA phosphorelay (*ctrA*, *cckA,* and *chpT*) were associated with flagellar genes in *Rh. rubrum*. The most peculiar finding of our study was the universal presence of four conserved proteins designated CP1–4, which were exclusively found in *fla1*-, but not in *fla2*- and *fla3*-type FGCs of *Rhodobacterales* or outside this order (Fig. 2). All four proteins are essential for flagellar motility of *P. inhibens* DSM 17395 (see below) and were apparently recruited by a common ancestor of *Rhodobacterales* concomitant with the evolutionary emergence of a functional *fla1*-type flagellum.

### Motility screening of a genome-wide *P. inhibens* transposon library

Out of the five completely sequenced *Rhodobacterales* strains with a *fla1* flagellum (Fig. 2), the model organism *P. inhibens* DSM 17395 (clade 1) was the most suitable and therefore chosen for a systematic assessment of essential motility genes. *M. algicola* DG898 (clade 3B) and *C. sphaeroides* 2.4.1 (clade 8) both possess a second FGC of the *fla2*- and *fla3*-type, respectively, and were therefore not appropriate for a specific analysis of *fla1* genes (Fig. 1). *D. shibae* DSM 16493 (clade 5) was immotile on soft agar plates (20), which excluded this strain from a systematic screening campaign. *Epibacterium* sp. TM1040 (clade 1), which was isolated from the phycosphere of a dinoflagellate, has never been deposited in a public culture collection. However, this isolate in general represents a valuable reference organism, as the genes associated with motility have been intensively studied (16, 39, 40).

To identify genes essential for the swimming motility of *P. inhibens*, we generated a transposon insertion library and spotted individual mutants on swimming agar plates (17). Initially, 3,979 mutants were generated with insertion sites determined by sequencing (Table S3A). As this library covered only 1,767 (44.6%) of the *P. inhibens* genes, another 8,000 transposon mutants were analyzed, and the insertion sites were determined only for those that showed impaired motility. In total, 158 non-motile transposon mutants were identified (Table S3B). For further analysis, we only considered genes within the FGC if they were hit, and additionally those genes outside the FGC for which at least two independent mutants were identified.

Within the FGC, 30 of the 36 genes were hit (Table 1; Fig. S3A). Multiple immotile transposon mutants were obtained for most of these genes, including those encoding the three conserved hypothetical proteins CP2, CP3, and CP4. The *flgD* mutant exhibited motility after prolonged periods of incubation. A mutant of the putative flagellar biosynthesis repressor *flbT* was obtained from the sequenced transposon library. However, in accordance with its presumed role, it was still motile. No mutants were generated for the genes *fliN* (PGA1_c35620), *fliL* (PGA1_c35650), *flgA* (PGA1_c35770), *flgB* (PGA1_c35830), *flgJ* (PGA1_c35890), and PGA1_c35740. Of note, an immotile *fliL* mutant was found in the motility screening of *Epibacterium* sp. TM1040 (39) and the gene might also be essential for the swimming motility of *P. inhibens*. In addition, transposon insertions in two other flagellar-associated genes located far upstream of the FGC in *P. inhibens*, namely *fliG* and CP1, resulted in immotile phenotypes. These genes were regarded as parts of the flagellar assembly machinery regardless of their upstream location, as they are found within the FGCs in other strains (CP1: Fig. 2A; *fliG*: Fig. 2B and C).

**TABLE 1:** Disrupted genes with impaired motility^*a*^

Locus tag	Gene	Product	No. of mutants	Tn mutant	Insertion site
Flagella gene cluster (FGC)					
PGA1_c18800	*fliG*	Flagellar motor switch protein FliG	3	3290	1952268+
PGA1_c23640	CP1	Conserved protein CP1	2	1440	2466771+
PGA1_c35560	*motB*	Chemotaxis protein MotB	4	3361	3728713+
PGA1_c35570	*flgE*	Flagellar hook protein FlgE	10	782	3729860+
PGA1_c35580	*flgK*	Flagellar hook protein FlgK	3	4443	3731763+
PGA1_c35590	*flgL*	Flagellar hook protein FlgL	3	2118	3732047+
PGA1_c35600	*flgI*	Flagellar P-ring protein FlgI	6	3592	3733226−
PGA1_c35610	*fliP*	Flagellar biosynthesis protein FliP	1	4518	3735138+
PGA1_c35630	*fliH*	ABC transporter ATP-binding protein FliH	1	3398	3734959−
PGA1_c35640	*fliF*	Flagellar M-ring protein FliF	8	3068	3737238+
PGA1_c35660	CP2	Conserved protein CP2	3	1631	3738902−
PGA1_c35670	CP3	Conserved protein CP3	2	1034	3738994−
PGA1_c35680	*motA*	Flagellar motor protein MotA	1	5031	3740309+
PGA1_c35690	CP4	Conserved protein CP4	6	2607	3742556+
PGA1_c35700	*sltF*	Lytic transglycosylase SltF	1	4426	3743264−
PGA1_c35710	*flhA*	Flagellar biosynthesis protein FlhA	5	710	3745734−
PGA1_c35720	*fliR*	Flagellar biosynthesis protein FliR	3	4759	3746302+
PGA1_c35730	*flhB*	Flagellar biosynthesis protein FlhB	2	4441	3747729−
PGA1_c35750	*fliL*	Flagellar basal body-associated protein FliL	4	2884	3748834−
PGA1_c35760	*flgH*	Flagellar L-ring protein FlgH	1	743	3749152−
PGA1_c35780	*flgG*	Flagellar basal body rod protein FlgG	6	3456	3750674−
PGA1_c35790	*flgF*	Flagellar basal body rod protein FlgF	2	2665	3751256−
PGA1_c35800	*fliQ*	Flagellar biosynthesis protein FliQ	2	4452	3751630+
PGA1_c35810	*fliE*	Flagellar hook-basal body protein FliE	2	1897	3751893+
PGA1_c35820	*flgC*	Flagellar basal body rod protein FlgC	1	4472	3752253+
PGA1_c35840	*fliI*	ATP synthase FliI	1	1597	3753928−
PGA1_c35850	*flbT*	Flagellar biosynthesis repressor FlbT	1	2437	3755272+
PGA1_c35860	*flaF*	Flagellar biosynthesis regulatory protein FlaF	4	3775	3755769+
PGA1_c35870	*fliC*	Flagellin FliC	2	4458	3756862−
PGA1_c35880	*flgN*	FlgN-like protein	3	3876	3757350−
PGA1_c35900	*fliK*	Flagellar hook-length control protein FliK	3	3948	3758574−
PGA1_c35910	*flgD*	Flagellar basal body rod modification protein FlgD	1	4473	3759992+
Other					
PGA1_c01160	*chvG*	Sensor protein ChvG	6	4974	110670+
PGA1_c14260	*rseP*	Peptidase M50	3	4436	1481491+
PGA1_c14360	*ctrA*	Cell cycle response regulator CtrA	3	4407	1490614−
PGA1_c14810	*ntrX*	Nitrogen assimilation regulatory protein NtrX	11	4516	1536811+
PGA1_c15240	*cckA*	Two-component system sensory histidine kinase CckA	5	4437	1588155+
PGA1_c15530	*chpT*	Phosphotransfer protein ChpT	3	4380	1616227−
PGA1_c24340	*algC*	Phosphomannomutase AlgC	3	4548	2539880−
PGA1_c08510	*ecf*	RNA polymerase sigma factor ECF	2	4491	879262+

^*a*^ The identifier of one representative mutant (Table S3) and its insertion site and direction are provided.

Outside the FGC, only eight genes were identified as essential for motility (Table 1). Among them were the three genes constituting the CtrA phosphorelay, *cckA*, *chpT,* and *ctrA*, which is in accordance with the study of Miller and Belas (16). In addition, non-motile mutants were identified for the putative regulatory protein *ntrX*, a homolog of the *flbD* gene of *C. vibrioides* (e-value = 5e^−53^) (41), as well as *chvG*, encoding a sensor protein, *rseP* (peptidase), and PGA1_c08510 (extracytosolic sigma factor). An insertion in *algC*, coding for the phosphomannomutase, linked motility to alginate biosynthesis. In the following, the focus was put on the roles that the four conserved hypothetical proteins CP1–4 might play in the assembly and function of the flagellum, as well as on the potential regulation by the CtrA phosphorelay.

### Roles of CP1–4 in flagella assembly of *P. inhibens* DSM 17395

The flagellum is built sequentially from the innermost to the outermost part, spanning two membranes from the cytosol into the extracellular space (Fig. 3A). In wild type *Salmonella enterica* serovar Typhimurium and static *∆motA* or *∆motB* mutants, proteins of the outermost part of the flagellum could be identified in culture supernatants using SDS-PAGE followed by amino acid sequencing (42). Here, we determined the exoproteome of *P. inhibens* wild type by mass spectrometry (Fig. 3B; Table S4). The flagellar protein secretion pattern consisted of P- and L-ring (FlgI and FlgH) proteins, the distal rod protein (FlgG), as well as the proteins of the hook (FlgE), hook-junction (FlgK), and hook-length control (FliK). By far, the strongest signal was found for flagellin (FliC). In the static transposon mutant strain ∆*motB*, the proximal rod protein (FlgF), the basal body protein (FliE), and a hook protein (FliK) were additionally detected. Thus, the proteins of functional and static flagella found outside of the cell overlapped between *P. inhibens* and *S. enterica*.

**Fig 3:**
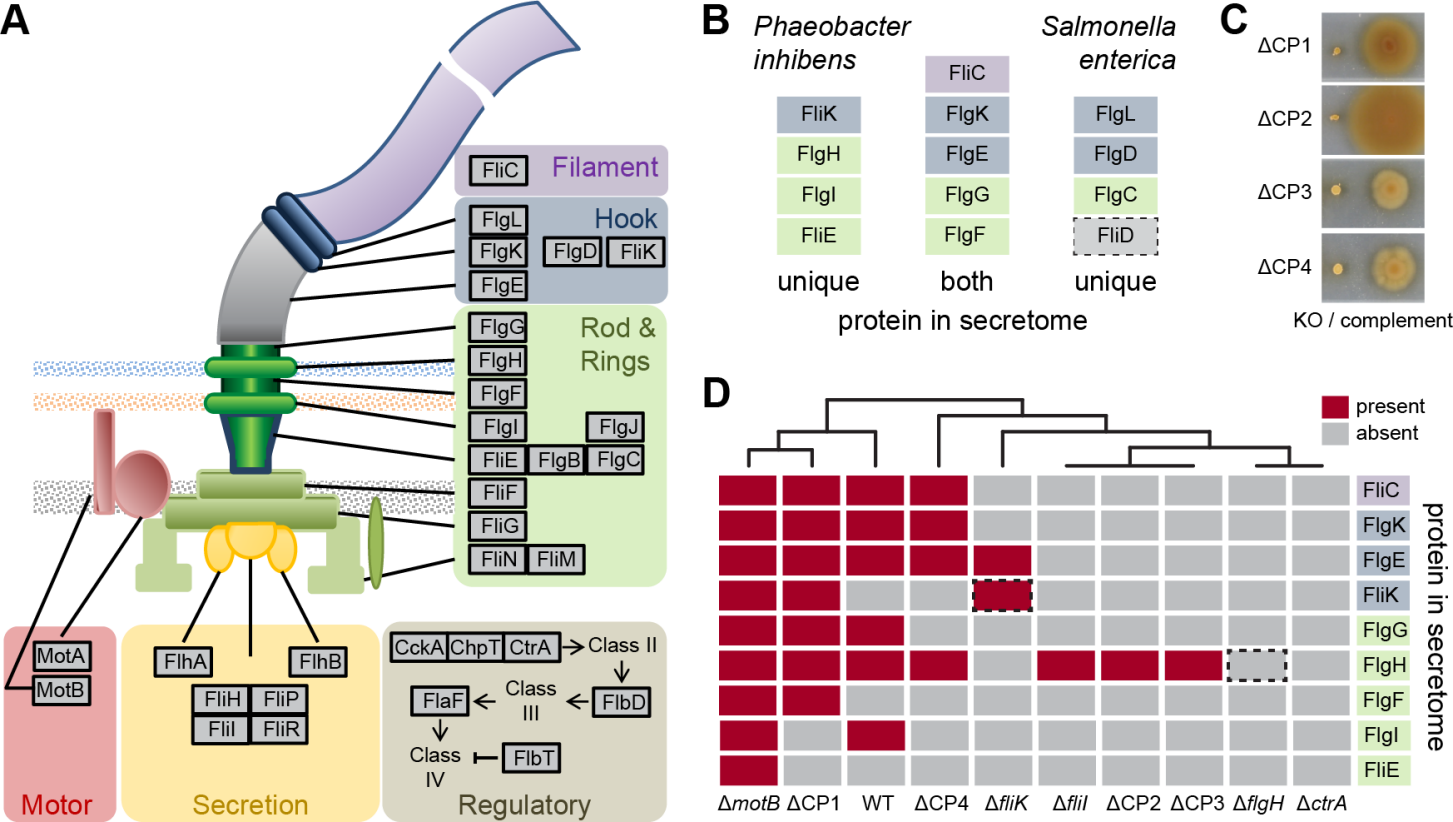
Composition of the *P. inhibens* flagellum and comparative exoproteome analysis. (**A**) Schematic illustration of a bacterial flagellum with the spatial position and function of the proteins highlighted. (**B**) Comparison of the exoproteome of *P. inhibens* (wild type and ∆*motB*; current study) *and S. enterica* (42) showing proteins identified in one or both species. Coloring according to the function. FliD, absent in *P. inhibens,* is marked by a dotted square. (**C**) Motility assay of CP1-4 transposon knock-out (KO) mutants and the respective genetic complements. (**D**) The presence (red) and absence (gray) of flagellar proteins in the exoproteome of *P. inhibens* wild type and transposon mutants for CP1–4 as well as selected flagella genes and *ctrA* as controls. Dotted squares mark proteins of knocked-out genes in the respective strains.

None of the four CPs were found in the exoproteome. Swimming motility could be restored by genetic complementation in all four mutants (Fig. 3C; Fig. S3B). To elucidate the role of these four conserved hypothetical proteins in the assembly of the flagellum, we compared the exoproteomes of the four CP mutants with those of the wild type and selected mutants (Fig. 3D). Within the ∆CP1 mutant, most of the proteins identified in the wild type and ∆*motB,* including the abundant filament protein FliC, were found. In ∆CP4, a reduced number of proteins were identified, among them FliC and the hook proteins FlgK and FlgE. The exoproteome of ∆CP2, ∆CP3, and ∆*fliI* contained only FlgH. No flagellar proteins were found for ∆*flgH* and the transposon mutant of the presumed master regulator of gene expression ∆*ctrA*.

Next, we used electron microscopy to test whether, in particular, ∆CP1 was still able to assemble a flagellum. Only a few flagellated cells and additionally some broken flagella were found in the wild type (Fig. S4A). No flagella were detected in the transposon mutant of *ctrA*, which served as a negative control. Furthermore, no flagella were present in the transposon mutants of the flagellar L-ring protein FlgH and the export ATPase protein FliI (Fig. S4B). Surprisingly, no flagella could be detected in CP1 mutant cells, although the protein secretion pattern largely resembled that of the wild type. In some ∆CP1 cells, an unusual, yet undefined structure was detected at one cell pole instead of a flagellum (Fig. S4C). We were not able to detect flagella in the mutant strains of CP2 and CP3 using electron microscopy.

### Regulatory control of gene expression in *P. inhibens* by the CtrA phosphorelay

We complemented the three *P. inhibens* mutants (Δ*ctrA*, Δ*cckA,* and Δ*chpT*) coding for the CtrA phosphorelay genes by expressing functional copies on a plasmid (Fig. 4A; Fig. S3C). 

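RNA was sequenced from the P. inhibens wild type and from mutants of ctrA, cckA and chpT, with 2 libraries per strain and 8 libraries in all. CtrA is a response regulator that binds DNA, and the histidine kinase CckA and the phosphotransferase ChpT pass a phosphoryl group on to it. The interrupted gene ctrA (PGA1_c14360, chromosome, 1490572 to 1491291) had 459 and 422 counts in the ctrA mutant and 16947 and 14986 counts in the wild type, a log2 fold change of -5.10 (standard error 0.08, adjusted p = 6.01e-14 from edgeR's quasi-likelihood test). Transcripts of cckA (PGA1_c15240, 1586129 to 1588444) stood at 91% of the wild type in the cckA mutant, with a log2 fold change of -0.14 (standard error 0.06, adjusted p = 0.139 from edgeR). Transcripts of chpT (PGA1_c15530, 1615761 to 1616357) stood at 74.1% in the chpT mutant, with a log2 fold change of -0.43 (standard error 0.11, adjusted p = 0.017 from edgeR), under the fold threshold.

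The cells had been grown in marine broth to the mid-exponential phase, and RNA depleted of rRNA was read from one end. The deposited table holds raw counts that the authors made with bowtie2 and featureCounts for 3960 genes, among them 12 rRNA and 57 tRNA genes. The libraries held 21149284 to 39638128 counts, 22.2% to 40.8% of them from rRNA, and 15002877 to 23105785 counts were left without rRNA and tRNA. All 8 libraries were fitted together in edgeR with TMM normalization, and each mutant was compared with the wild type and with the other mutants. A gene was called lower or higher at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the paper. Standard errors are on the log2 scale, with n = 2 libraries per strain. Nothing in the sample labels says that the libraries of a strain came from separate cultures, so the p-values measure the spread between these libraries. Positions are those of the assembly ASM15476v2, in which 39 of the 40 insertion sites of Table 1 lie inside their gene, and the paper's text does not name the assembly used for mapping.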

We then compared the transcriptomes of the three mutants with the *P. inhibens* wild type. All three knockouts resulted predominantly in a downregulation of 127 shared genes, confirming the role of *ctrA* as a transcriptional activator (Fig. 4B; Table S5). 

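In each mutant more genes fell than rose. In the ctrA mutant 180 genes fell and 38 rose, in the cckA mutant 172 fell and 35 rose, and in the chpT mutant 135 fell and 13 rose, of 3960 genes tested with edgeR's quasi-likelihood test. The 3 mutants shared 116 genes called in the same direction, and all 116 were lower than in the wild type. The gene sciP (PGA1_c14350, 1490168 to 1490446), next to ctrA, had log2 fold changes of -4.08, -3.75 and -4.48 in the ctrA, cckA and chpT mutants (standard errors 0.18, 0.17 and 0.18). PGA1_c01350, annotated as a putative UDP-N-acetylglucosamine-peptide N-acetylglucosaminyltransferase, had -4.21, -3.90 and -4.04 in the same order of the mutants. PGA1_c24500 had -4.15, -4.07 and -3.91, and PGA1_c11330, which has no product in the annotation used, had -4.48, -3.38 and -3.66.

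Another 13 genes were called in all 3 mutants without sharing a direction. Of these, 12 were higher in the ctrA and cckA mutants and lower in the chpT mutant, and PGA1_262p01190, beside norD on the 262 kb chromid, was lower in the ctrA and cckA mutants and higher in the chpT mutant, at 1.01, a call that ended without wild-type replicate B (0.87) or replicate B of the chpT mutant (0.79). PGA1_c18580 was called lower in the ctrA mutant from 0 counts in both libraries against 7 and 9 counts in the wild type, so no fold is given for it, and its call ended when any of these 4 libraries was left out.

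Lists of these sizes drawn independently would share 0.267 lower genes between the 3 mutants. The comparisons also share the wild-type libraries. In 20 sets of simulated unchanged mutants, tested in edgeR against the same wild-type libraries, the largest number of genes called in all 3 was 0. The mean number called was 0 for ctrA, 0 for cckA and 0.2 for chpT, so no overlap could arise. Unchanged mutants were thus rarely called, but the 0 does not test how the shared libraries affect the overlap of called genes. Across genes, which are not independent replicates, the log2 fold changes of the ctrA and cckA mutants had a correlation of 0.955 and a covariance of 0.385, against 0.487 and 0.0117 on average in the simulations. The chpT mutant had correlations of 0.549 with the ctrA mutant and 0.558 with the cckA mutant, against 0.503 and 0.497 on average in the simulations, so these correlations alone do not show shared changes. Its covariances were 0.186 and 0.185, against 0.0121 and 0.0119. From the shared genes, most of which were lower in the 3 knockouts, the paper concludes that ctrA acts as a transcriptional activator.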

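The ctrA and cckA mutants shared 164 lower genes and 34 higher genes, where independent lists of these sizes would share 7.82 and 0.336. The chpT mutant shared 117 lower genes with the ctrA mutant and 117 with the cckA mutant. In the ctrA and cckA mutants but not in the chpT mutant, 69 genes were called in the same direction, 47 of them lower and 22 higher. The histidine kinase gene divL1 and the genes for the antibiotic tropodithietic acid were among the lower ones, and siderophore genes of the 78 kb chromid among the higher ones. Genes called in a single mutant were 18 for ctrA, 8 for cckA and 16 for chpT. The gap gene for glyceraldehyde-3-phosphate dehydrogenase (PGA1_c17250) was called in the chpT mutant, at 1.99 (standard error 0.16, adjusted p = 1.01e-06 from edgeR), and had log2 fold changes of 0.21 and 0.69 in the ctrA and cckA mutants.

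A call that is missing in a mutant does not test a difference, so the mutants were compared directly with edgeR's quasi-likelihood test. Of the 69 genes, 54 differed between the chpT and ctrA mutants, 56 between the chpT and cckA mutants, and 54 in both contrasts. Over all genes, 119 differed between the chpT and ctrA mutants, 58 higher and 61 lower in the chpT mutant, and 112 between the chpT and cckA mutants, 58 higher and 54 lower. Between the cckA and ctrA mutants 2 genes differed, ctrA itself by 4.72 and PGA1_c22700, which has no product in the annotation used, by -2.01.

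The ctrA and chpT mutants shared PGA1_c22700 and PGA1_c15440 without the cckA mutant, and the cckA and chpT mutants shared PGA1_65p00270 without the ctrA mutant. PGA1_c15440 had -1.06 in the ctrA mutant and -1.08 in the chpT mutant. Its call in the ctrA mutant ended without wild-type replicate A (-0.98) and without replicate A of the ctrA mutant (-0.996).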

A large overlap of 70 additional regulated genes was found between the *ctrA* and *cckA* mutants, while the overlap with *chpT* was smaller. Significant changes in expression were restricted to the chromosome as well as the 262 kb and 78 kb chromids (Fig. 4C). 

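The chromosome, the 262 kb chromid and the 78 kb chromid held nearly all of the called genes, and the 65 kb chromid held 1. On the chromosome 166, 155 and 122 of 3612 genes were called in the ctrA, cckA and chpT mutants. On the 262 kb chromid, which carries genes for tropodithietic acid and chemotaxis, these were 41, 40 and 21 of 240 genes. Those of the ctrA and cckA mutants were all lower, and in the chpT mutant 14 were lower and 7 higher. On the 78 kb chromid, with a siderophore cluster, 11 of 61 genes rose in the ctrA mutant, 11 rose in the cckA mutant and 4, PGA1_78p00370, PGA1_78p00380, PGA1_78p00400 and PGA1_78p00580, fell in the chpT mutant.

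The gene called on the 65 kb chromid was PGA1_65p00270 (34095 to 36290), annotated with hemolysin-type calcium-binding repeats and chosen here after its values were seen. It had log2 fold changes of -1.37 in the cckA mutant (standard error 0.27), -1.54 in the chpT mutant (standard error 0.27) and -0.77 in the ctrA mutant, where it was called at -1.12 without replicate B of that mutant. In the ctrA mutant edgeR's quasi-likelihood test, DESeq2 and the likelihood ratio test each called 0 of the 47 genes of this chromid, with 21 at an unadjusted p under 0.05. Fisher's exact test (two-sided) of called against other genes over the 4 replicons gave p = 7.26e-14 for the ctrA mutant, 7.54e-14 for the cckA mutant and 8e-04 for the chpT mutant, over genes that are not independent of each other.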

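In windows of 50 genes, a pair of regions of the chromosome stood below the rest in each mutant, the flagellar gene cluster and a stretch of phage genes. The windows hold consecutive genes, starting at dnaA, the gene of the replication initiator, and ending at 3821337. The window from PGA1_c35430 to PGA1_c35920 (3715971 to 3761215), with the flagellar genes, lies near the end of the sequence, which closes on dnaA. Its median log2 fold change was -1.87, -2.03 and -1.94 in the ctrA, cckA and chpT mutants, and 31 of its genes were lower. The window from PGA1_c17980 to PGA1_c18500 (1880067 to 1930297), with the phage genes, lies near the middle of the sequence. Its median was -1.23, -1.10 and -1.02, with 27, 27 and 25 genes lower. The next lowest window had medians of -0.14, -0.13 and -0.21. The medians depend on the size of the windows. In windows of 100 genes, where the called genes make up a smaller part, the window with the flagellar genes had -0.10, -0.10 and -0.09 and the one with the phage genes -0.09, -0.09 and -0.10, close to those of other windows, while 31 genes of the former were lower in each mutant and 27, 27 and 25 of the latter. In windows of 25 genes the lowest medians were -2.19, -2.31 and -2.22. No test was made on positions, and the positions of the origin and the terminus themselves are not in the annotation used.

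**Figure D1:**
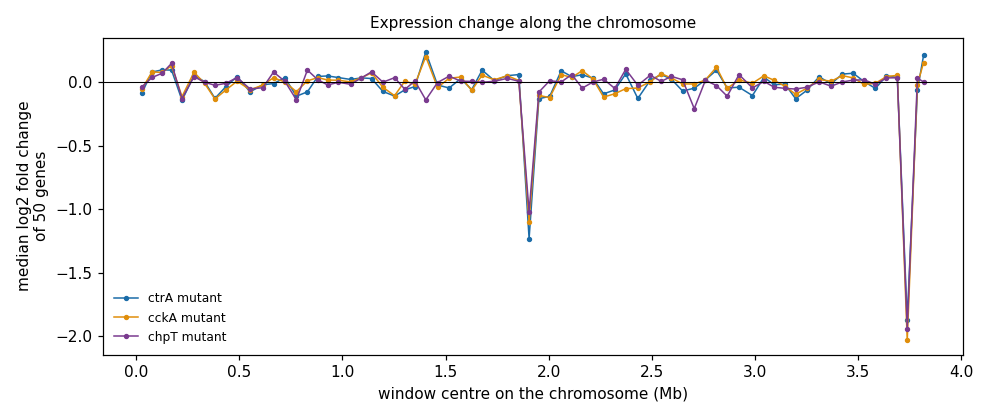
Median log2 fold change against the wild type in windows of 50 consecutive genes (y axis) by position on the chromosome (x axis), with a line per mutant. The windows with the flagellar genes and the phage genes lie below -1 in the 3 mutants.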

Of note, the strongest repression was seen at the chromosomal origin (*oriC*) and terminus (*terC*) of replication. The latter region consisted of a 35.6 kb prophage with 48 genes. 

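A stretch of phage genes near the middle of the chromosome sequence was lower in the 3 mutants, structural genes of the particle among them. The gene for the major tail sheath protein (PGA1_c18270, 1910578 to 1911795) had log2 fold changes of -4.12, -4.09 and -3.82 in the ctrA, cckA and chpT mutants (standard errors 0.24, 0.23 and 0.22). PGA1_c18400, annotated as a phage prohead protein (1918755 to 1920842), had -4.05, -3.96 and -4.03. The large terminase subunit gene PGA1_c18430 had smaller changes of -1.53, -1.19 and -1.01. Of 21 genes from the first to the last phage product in the annotation used, at 1906749 to 1924859, 21, 21 and 20 were lower by edgeR in the 3 mutants, and 21, 21 and 20 when adjusted over the list alone. The medians were -1.97, -2.39 and -2.07. The call of the list by camera held with an estimated correlation (adjusted p = 0.00322, 0.00279 and 0.00808). The baseplate gene PGA1_c18350 was the gene not called in the chpT mutant, at -0.69. The paper counts 48 genes in the prophage and its text does not give their loci, so the list covers fewer than that and the counts and the camera call hold for these 21 genes alone.

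Calls near the fold threshold rested on single libraries. That of PGA1_c18430 in the chpT mutant ended without wild-type replicate B (-0.98) or replicate B of the chpT mutant (-0.77). PGA1_c18350 had -1.35 and -1.11 in the ctrA and cckA mutants, and without wild-type replicate A it had -0.99 and -0.75, without a call.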

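Most genes of the flagellar gene cluster and the orphan genes fliG and CP1 were lower in the 3 mutants. The hook gene flgE (PGA1_c35570) had log2 fold changes of -2.93, -3.17 and -3.23 in the ctrA, cckA and chpT mutants (standard error 0.09 in each). The motor gene motA (PGA1_c35680) had -2.98, -2.93 and -2.80 (standard error 0.12 in each), and motB (PGA1_c35560) had -2.26, -2.32 and -2.23. The genes of the proteins CP2 (PGA1_c35660), CP3 (PGA1_c35670) and CP4 (PGA1_c35690) had -2.22, -2.42 and -2.46 for CP2, -3.14, -3.04 and -3.21 for CP3 and -1.76, -1.62 and -1.76 for CP4. Outside the cluster, the motor switch gene fliG (PGA1_c18800, 1951695 to 1952888) had -2.41, -2.21 and -2.08 and CP1 (PGA1_c23640, 2466142 to 2467917) had -1.68, -1.68 and -1.53. Both of these 2 orphan genes were also called when adjusted over the list alone, and the loci of fliM and the other copy of motA are not given in the paper's text or the annotation used.

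Of the 36 genes of the cluster, from PGA1_c35560 to PGA1_c35910 (3728265 to 3760296), 31 were lower by edgeR in each mutant, and 31 when adjusted over the list alone. The medians were -2.24, -2.32 and -2.34, and the call of the cluster by camera held with an estimated correlation (adjusted p = 0.00106, 0.00256 and 0.0019). The remaining 5 genes, fliH, fliR, flhB, fliI and PGA1_c35740, were not called in any mutant, with values from -0.28 for fliH in the ctrA mutant to -0.93 for PGA1_c35740 in the chpT mutant. The calls of the pair fliR and PGA1_c35740 changed in the chpT mutant, for fliR (PGA1_c35720) without replicate B of that mutant (-1.03) and for PGA1_c35740 without wild-type replicate A (-1.01) or replicate A of the chpT mutant (-1.05). In the contrasts between mutants, log2 differences over the cluster ran from -0.44 to 0.23 between the chpT and ctrA mutants, from -0.36 to 0.39 between the chpT and cckA mutants and from -0.62 to 0.31 between the cckA and ctrA mutants, under the fold threshold.

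**Figure D2:**
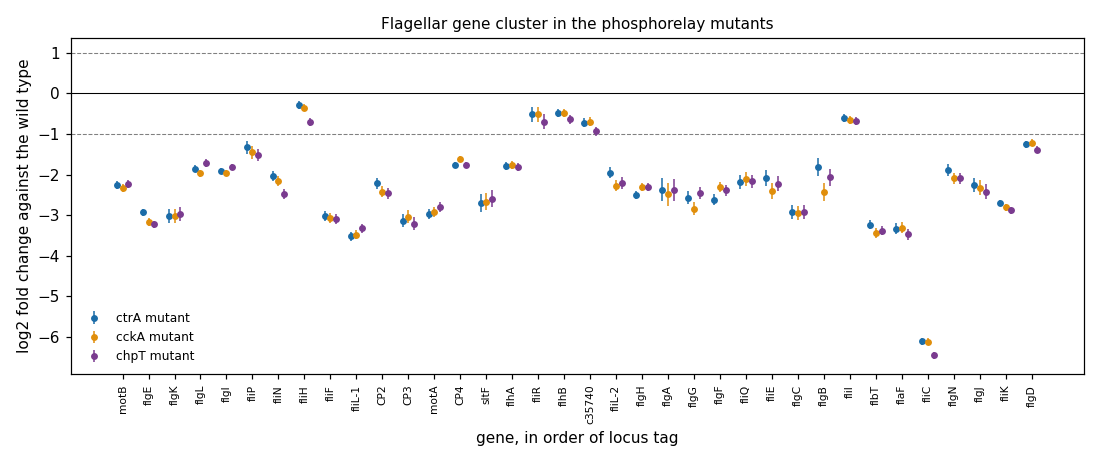
Log2 fold change against the wild type (y axis) of the 36 genes of the flagellar gene cluster in the order of their locus tags (x axis), as points with standard errors for the 3 mutants. Dashed lines mark the fold threshold, and 5 genes lie above the lower line in each mutant.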

The flagellar gene cluster was located near *oriC,* and three orphan flagellar genes were silenced to an equal extent in all mutants of the CtrA phosphorelay (Fig. 4D). The strongest response was seen for the flagellin-encoding *fliC* gene, whose expression was reduced 64-fold. 

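The flagellin gene fliC (PGA1_c35870, chromosome, 3756107 to 3756919), which encodes the protein of the flagellar filament, had 30825 and 30526 counts in the wild type and 303 to 480 counts in the mutant libraries. It had the largest fall of the flagellar gene cluster in each mutant. Expression was 69.3-fold lower in the ctrA mutant, 69.4-fold lower in the cckA mutant and 88.0-fold lower in the chpT mutant. On the log2 scale these are -6.12, -6.12 and -6.46 (standard error 0.08 in each, adjusted p = 3.5e-14, 3.39e-14 and 2.24e-14 from edgeR's quasi-likelihood test). The neighbouring genes flbT (PGA1_c35850) and flaF (PGA1_c35860) had -3.24, -3.44 and -3.38 for flbT and -3.34, -3.31 and -3.47 for flaF. Between the chpT and ctrA mutants fliC differed by -0.34 (standard error 0.08, adjusted p = 0.00889 from edgeR), under the fold threshold.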

The only exception was the orphan second copy of the flagella motor protein *motA*, which was more than 12-fold upregulated in Δ*ctrA* and Δ*cckA*, and 6-fold downregulated in Δ*chpT*.

**Fig 4:**
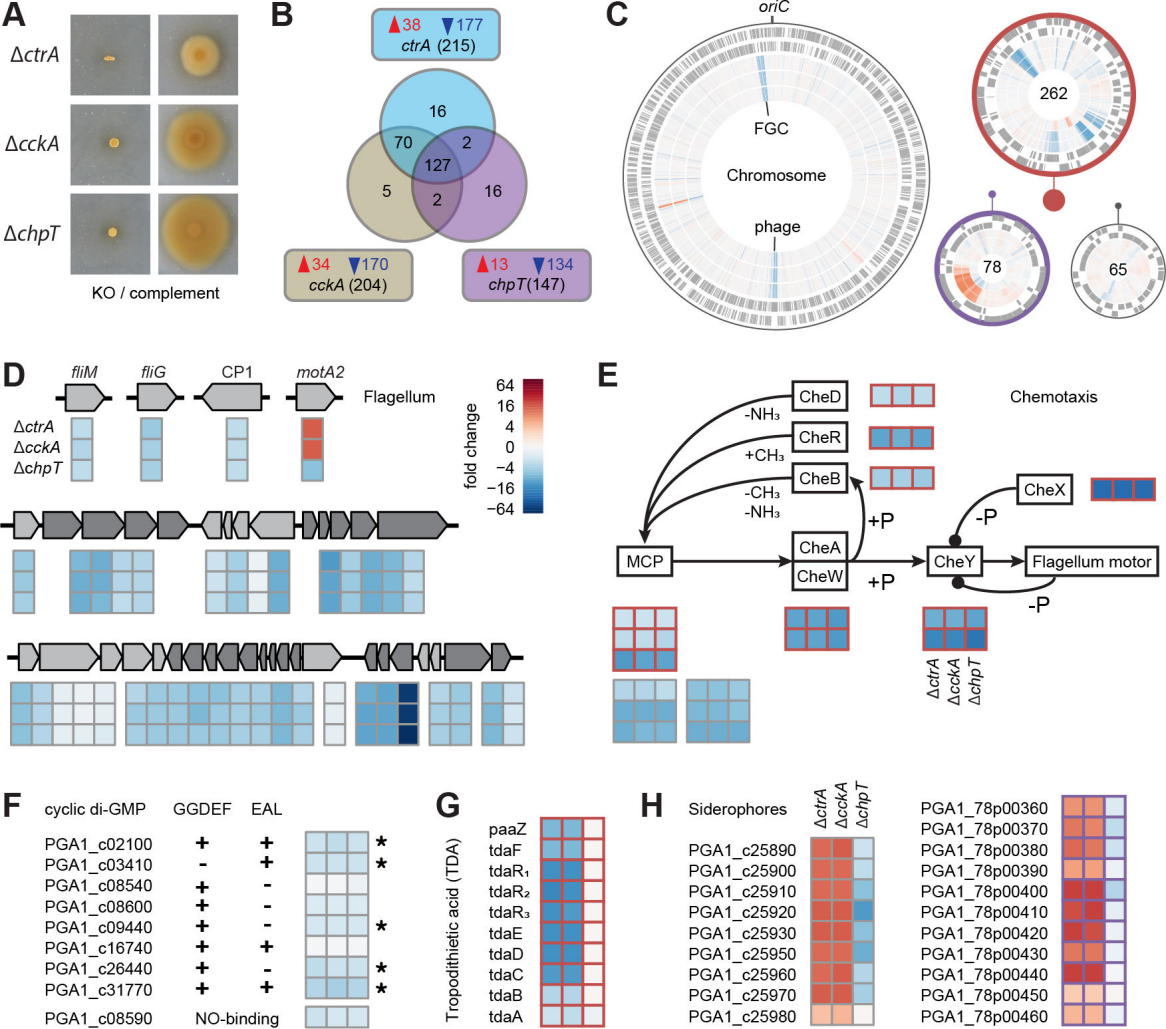
The CtrA phosphorelay regulon of *P. inhibens*. (**A**) Motility assay of phosphorelay transposon mutants and the respective genetic complements. (**B**) Unique and overlapping genes with a significantly different expression between the three mutant strains and the wild type. Upregulated and downregulated genes are shown in red and blue, respectively. (**C**) Differential gene expression on the chromosome and three chromids. From outer to inner ring, genes on the plus and minus strand, and the fold change between ∆*ctrA*, ∆*cckA*, and ∆*chpT* and the wild type are shown. The size of the plasmids in relation to the chromosomes is indicated by closed circles. Heatmaps presenting differential expression of (**D**) flagella, (**E**) chemotaxis, (**F**) cyclic di-GMP turnover, (**G**) antibiotic biosynthesis, and (**H**) siderophore genes highlight similarities and differences between the three knockout strains. The four genes outside the flagella gene cluster (FGC) are named operons within the FGC (PGA1_c35560 to PGA1_c35910) and are shown in two different shades of gray. Significantly differential expression of cyclic di-GMP turnover genes is indicated by an asterisk. The TDA gene cluster ranges from PGA1_262p00800 to PGA1_262p00980. Genes on the 262 kb and 78 kb chromids are framed in orange and purple, respectively.

Three signaling pathways were affected by knockouts of the CtrA phosphorelay: (i) The *P. inhibens* chemotaxis control consists of a complete set of eight chemotaxis (*che*) signal transduction genes encoded on the 262 kb chromid, which were all downregulated up to 32-fold in all three mutants (Fig. 4E). 

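A run of 10 neighbouring genes on the 262 kb chromid, PGA1_262p02080 to PGA1_262p02170 (226133 to 235493), was lower in all 3 mutants. It holds cheA, the histidine kinase of chemotaxis (PGA1_262p02120), with log2 fold changes of -3.25, -3.37 and -3.51 in the ctrA, cckA and chpT mutants (standard error 0.07 in each, adjusted p = 2.24e-12, 2.09e-12 and 3.37e-12 from edgeR's quasi-likelihood test). PGA1_262p02130, annotated as a response regulator receiver, had -4.13, -4.03 and -4.72. The gene for the deamidase CheD, which acts on chemoreceptors (PGA1_262p02170), had -1.71, -1.89 and -1.68. PGA1_262p02140, a hypothetical protein, had the largest fall of the run, 31.5, 29.8 and 31.6-fold, with log2 values of -4.98, -4.90 and -4.98. In each mutant 10 of the 10 genes were lower. The bounds of the run were chosen after its values were seen. Of the 3 genes that the annotation used names for chemotaxis signal transduction, cheA, PGA1_262p02170 and the chromosomal PGA1_c16580, the first 2 were lower in each mutant, and 2 when adjusted over the list alone. Their call by camera held with an estimated correlation (adjusted p = 0.0142, 0.0118 and 0.0128). The list holds part of the genes that the paper counts, so the call is for these 3 genes alone.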

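PGA1_c16580 (chromosome, 1720377 to 1723628) is annotated with CheR and CheB domains, which in chemotaxis add and remove methyl groups on receptors. Its level in the wild type was 740 and 753 CPM. The log2 fold changes were -0.39, -0.38 and -0.05 in the ctrA, cckA and chpT mutants (standard error 0.07 in each, adjusted p = 7.68e-04, 9.5e-04 and 0.686 from edgeR's quasi-likelihood test). The values of the ctrA and cckA mutants passed the threshold of the adjusted p and not that of the fold. That of the chpT mutant had the other sign, 0.04, without replicate B of that mutant.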

A chromosomal gene coding for a chimeric protein containing CheB and CheR domains did not change in expression. Attractants are sensed by 12 genes encoding methyl-accepting chemotaxis proteins (MCPs). Three MCPs encoded on the 262 kb chromid and six of the nine MCPs on the chromosome were downregulated. (ii) Another signaling molecule that is important for the switch between motile and sessile states is cyclic-di-GMP (43). It is synthesized by diguanylate cyclases (GGDEF domain) and hydrolyzed by phosphodiesterases (EAL domain), of which *P. inhibens* contains four and one, respectively (Fig. 4F). In addition, three genes were found that encode proteins with both domains. Five of these genes were repressed between twofold and fourfold in the three mutants. (iii) The *P. inhibens* quorum-sensing system consists of two autoinducer synthase genes. 

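Methyl-accepting chemotaxis proteins are the receptors of chemotaxis, and the 5 genes that could be assigned to this family were lower in all 3 mutants. On the 262 kb chromid, PGA1_262p02150, inside the chemotaxis gene run, had log2 fold changes of -3.59, -3.46 and -3.42 in the ctrA, cckA and chpT mutants (standard error 0.11 in each). PGA1_262p00360 had -1.72, -1.69 and -1.86 and PGA1_262p00150 had -1.26, -1.30 and -1.47. On the chromosome, PGA1_c09020 (929005 to 930939) had -3.01, -2.95 and -2.92 (standard error 0.10 in each), and PGA1_c05150, annotated as the chemoreceptor McpA (508360 to 510642), had -1.83, -1.82 and -1.71. The paper counts 12 genes of the family, 9 of them downregulated. The annotation used names these 5, and the loci of the others are not given there, so the values hold for these 5 genes alone and not for the family.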

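Genes for the turnover of cyclic di-GMP were lower in all 3 mutants, with a few exceptions. PGA1_c31770 (3318984 to 3321038), annotated with diguanylate cyclase and phosphodiesterase activity, had log2 fold changes of -1.87, -2.02 and -1.98 in the ctrA, cckA and chpT mutants (standard error 0.08 in each, adjusted p = 1.05e-09, 5.62e-10 and 1e-09 from edgeR's quasi-likelihood test). PGA1_c26440, labelled in Fig. 4F, had -1.66, -1.34 and -1.47, and the diguanylate cyclase gene PGA1_c09440 had -1.14, -1.16 and -1.17. PGA1_c08540 and PGA1_c16740 were not called, with -0.03, -0.01 and -0.42 for PGA1_c08540 and -0.03, -0.17 and -0.11 for PGA1_c16740. With 1 library left out, PGA1_c08540 ran from -0.04 to 0.01 in the cckA mutant, and PGA1_c16740 from -0.13 to 0.08 in the ctrA mutant and from -0.36 to 0.07 in the chpT mutant. Of the 4 genes with such a product in the annotation used, PGA1_c02100, PGA1_c09440, PGA1_c16740 and PGA1_c31770, all but PGA1_c16740 were lower in each mutant by edgeR, and 3 when adjusted over the list alone. With an estimated correlation the call by camera was lost in the ctrA mutant (adjusted p = 0.0749) and the cckA mutant (adjusted p = 0.0629) and held in the chpT mutant (adjusted p = 0.0301). The list holds part of the genes that the paper counts, so these calls are for these 4 genes alone.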

One is encoded in an operon with the corresponding LuxR-type transcriptional regulator (*pgaRI_1_*). Neither gene was differentially expressed. 

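The synthase gene pgaI1 (PGA1_c03890, 375509 to 376150), for an enzyme that makes an acyl homoserine lactone, and the regulator gene pgaR1 (PGA1_c03880, 374695 to 375414) were not called in any mutant. Their levels in the wild type were 81.1 and 83.2 CPM for pgaI1 and 64.0 and 67.0 CPM for pgaR1. The log2 fold changes of pgaI1 were -0.41, -0.55 and -0.03 in the ctrA, cckA and chpT mutants (standard error 0.06 in each, adjusted p = 2.25e-04, 1.59e-05 and 0.812 from edgeR's quasi-likelihood test), so those of the ctrA and cckA mutants passed the threshold of the adjusted p and not that of the fold. The log2 fold changes of pgaR1 were 0.07, 0.05 and 0.06. Without normalization factors pgaR1 had -0.02 in the ctrA mutant and -0.02 in the chpT mutant, and with 1 library left out it ran from -0.04 to 0.18 in the ctrA mutant.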

The second synthase, termed *pgaI_2_*, is located downstream of a hybrid histidine kinase/response regulator. This gene was downregulated approximately fourfold in all three mutants (see below).

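The gene pgaI2 (PGA1_c07680, chromosome, 796802 to 797410), for the other autoinducer synthase, had a level of 17.3 and 17.9 CPM in the wild type. Expression was 5.35-fold lower in the ctrA mutant, 4.48-fold lower in the cckA mutant and 4.08-fold lower in the chpT mutant. On the log2 scale these are -2.42, -2.16 and -2.03 (standard errors 0.16, 0.15 and 0.15, adjusted p = 7.37e-08, 1.71e-07 and 3.83e-07 from edgeR's quasi-likelihood test). Between the chpT and ctrA mutants pgaI2 differed by 0.39 (standard error 0.18, adjusted p = 0.146 from edgeR), which was not called.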

Two traits were exclusively regulated in the *ctrA* and *cckA* mutants. 

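The genes for tropodithietic acid on the 262 kb chromid were lower in the ctrA and cckA mutants and were not called in the chpT mutant. The regulator gene tdaA (PGA1_262p00980, 107499 to 108389) had log2 fold changes of -1.46 in the ctrA mutant and -1.52 in the cckA mutant. The gene tdaR2 (PGA1_262p00920, 102488 to 103174) had -4.05 and -3.95, and the thioesterase gene tdaD (PGA1_262p00950) had -3.90 and -3.97. In the chpT mutant tdaR2 had 0.12 and tdaD 0.17, and tdaA had -0.33 (standard error 0.07, adjusted p = 0.00741 from edgeR), under the fold threshold.

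Of 10 genes that Table S5 assigns to this trait, those shown in Fig. 4G (88772 to 108389), 10 were lower in the ctrA mutant and 10 in the cckA mutant by edgeR, and 10 and 10 when adjusted over the list alone. The median was 13.7-fold lower in the ctrA mutant and 13.0-fold lower in the cckA mutant, with log2 values of -3.78 and -3.70. Over all 19 genes from PGA1_262p00800 to PGA1_262p00980, the bounds in the legend of Fig. 4, 14 were lower in the ctrA mutant and 14 in the cckA mutant, and the median was 7.49-fold and 7.73-fold lower, a summary chosen after the values were seen. In the chpT mutant edgeR's quasi-likelihood test, DESeq2 and the likelihood ratio test each called 0 of the 10, with 4 at an unadjusted p under 0.05 and a median of 0.11. In the direct contrasts 10 genes were higher in the chpT mutant than in the ctrA mutant (median 3.92) and 10 than in the cckA mutant (median 3.83). The call by camera held with an estimated correlation in the ctrA mutant (adjusted p = 0.00206) and the cckA mutant (adjusted p = 0.00256). The study chose these genes on the same samples, so the counts over the list are not independent evidence.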

The gene cluster for the biosynthesis of the antibiotic tropodithietic acid (TDA) was eightfold downregulated in these strains (Fig. 4G). By contrast, one chromosomal and one chromid-encoded cluster for siderophore production and uptake were eightfold upregulated only in Δ*ctrA* and Δ*cckA*, similar to the *motA2* gene (Fig. 4H). 

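Siderophores bind iron outside the cell. The genes of both clusters were higher in the ctrA and cckA mutants, and part of them were lower in the chpT mutant. The TonB-dependent receptor gene PGA1_78p00400 (78 kb chromid, 47443 to 49437) had log2 fold changes of 4.31, 4.44 and -1.91 in the ctrA, cckA and chpT mutants (standard errors 0.12, 0.12 and 0.16). PGA1_c25920 (chromosome, 2701346 to 2702128) had 3.89, 3.88 and -3.74 (standard errors 0.23, 0.23 and 0.61), from 42 and 22 counts in the wild type and 4 and 1 counts in the chpT mutant. It differed between the chpT and ctrA mutants by -7.63 and between the chpT and cckA mutants by -7.62.

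Of the 9 chromosomal genes labelled in Fig. 4H, between PGA1_c25890 and PGA1_c25980, 9 were higher in the ctrA mutant (median 12.9-fold) and 9 in the cckA mutant (median 13.6-fold) by edgeR, and 8 were lower in the chpT mutant (median log2 fold change -2.07). Of the 11 genes of the 78 kb chromid, PGA1_78p00360 to PGA1_78p00460, 11 were higher in the ctrA mutant (median 10.9-fold) and 11 in the cckA mutant (median 10.1-fold), and PGA1_78p00370, PGA1_78p00380 and PGA1_78p00400 were lower in the chpT mutant, where the median was -0.50. The study chose these genes on the same samples, so their number is not independent evidence. Of 4 iron uptake genes found by product name, PGA1_c25900, PGA1_78p00360 and PGA1_78p00420 were higher in the ctrA and cckA mutants, 1 of the list, PGA1_c25900, was lower in the chpT mutant, and the numbers were the same when adjusted over the list alone. Their call by camera held with an estimated correlation in the ctrA mutant (adjusted p = 0.0142) and the cckA mutant (adjusted p = 0.0118). The estimated correlations were -0.167 and -0.156. PGA1_c25900, PGA1_78p00360 and PGA1_78p00420 lie in the clusters that the study chose on these samples, so this call is not independent evidence either. The receptor gene PGA1_78p00400 is not on this list, so the call is for these 4 genes alone.

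Low counts limit the values of the chpT mutant. There the call of PGA1_c25960, at -1.96, ended without wild-type replicate A (-1.61) or replicate B of the chpT mutant (-1.59), and that of PGA1_c25890, at -1.30, without the latter (-0.85). PGA1_78p00360, at -0.89, was called without wild-type replicate B (-1.03) or replicate A of the chpT mutant (-1.15).

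**Figure D3:**
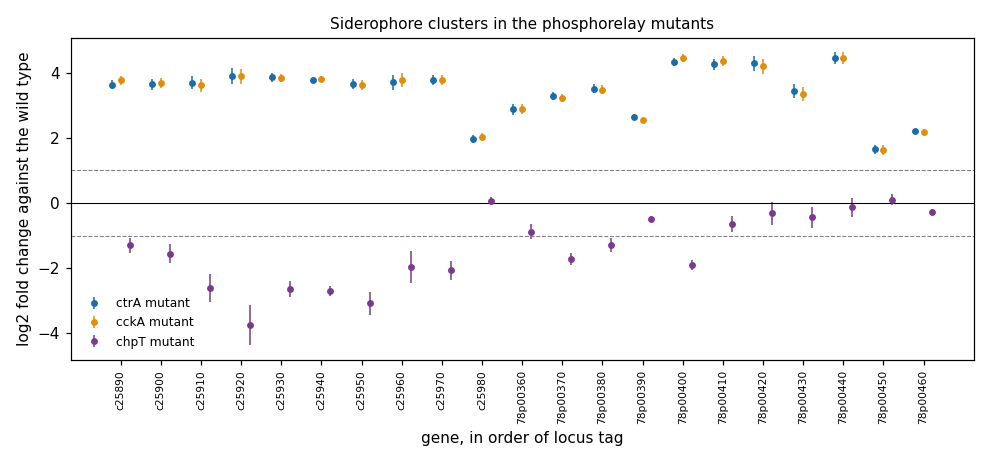
Log2 fold change against the wild type (y axis) of PGA1_c25890 to PGA1_c25980 and PGA1_78p00360 to PGA1_78p00460 in the order of their locus tags (x axis), as points with standard errors for the 3 mutants. Dashed lines mark the fold threshold, and the points of the ctrA and cckA mutants lie above the upper line.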

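The 15 genes of the gene transfer agent, PGA1_c17710 to PGA1_c17850 (1853464 to 1866222), encode a phage-like particle that carries host DNA. Together they had 504 and 421 counts in the wild-type libraries and 384 to 660 counts in the mutant libraries. By edgeR's quasi-likelihood test 0 of the 15 were called in each mutant, and 0 when adjusted over the list alone, with 0, 0 and 1 genes at an unadjusted p under 0.05 in the ctrA, cckA and chpT mutants. DESeq2 called 0 in each mutant. The likelihood ratio test called 1 gene in the chpT mutant, PGA1_c17720 (adjusted p = 0.0496 from edgeR), and 0 in the others. It had 2 and 0 counts in the wild type and 6 and 6 in the chpT mutant, too few for a fold, and was chosen after its values were seen, like PGA1_c17740, the gene with the unadjusted p under 0.05.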

The gene transfer agent (GTA) gene cluster, a conserved target of CtrA (44, 45), was not expressed in any of the mutants.

### Comparison of the CtrA regulon of *P. inhibens* and *D. shibae*

We next compared the new *P. inhibens* data set with a previous transcriptome analysis of *D. shibae* wild type and three CtrA phosphorelay mutants (46). Physiological and technical differences have to be considered here, as the samples originated from different growth media (MB *versus* artificial seawater), and gene expression in *D. shibae* has been monitored using microarrays. Nevertheless, the identification of a core regulon was possible. Both *Roseobacteraceae* share 2,333 orthologs. Of these genes, 146 were expressed differentially in either one or both species compared to the respective wild type. Using the same cut-off values (absolute fold change >2 and FDR < 0.05) for both data sets revealed only about 40 commonly downregulated genes in the respective mutants of both strains (Fig. 5A). Of these, 31 were located in the FGCs, including the newly described genes encoding CP1–4 (Fig. 5B). Several genes fell only slightly below the cut-off value (Table S6), which indicates further commonly regulated traits.

**Fig 5:**
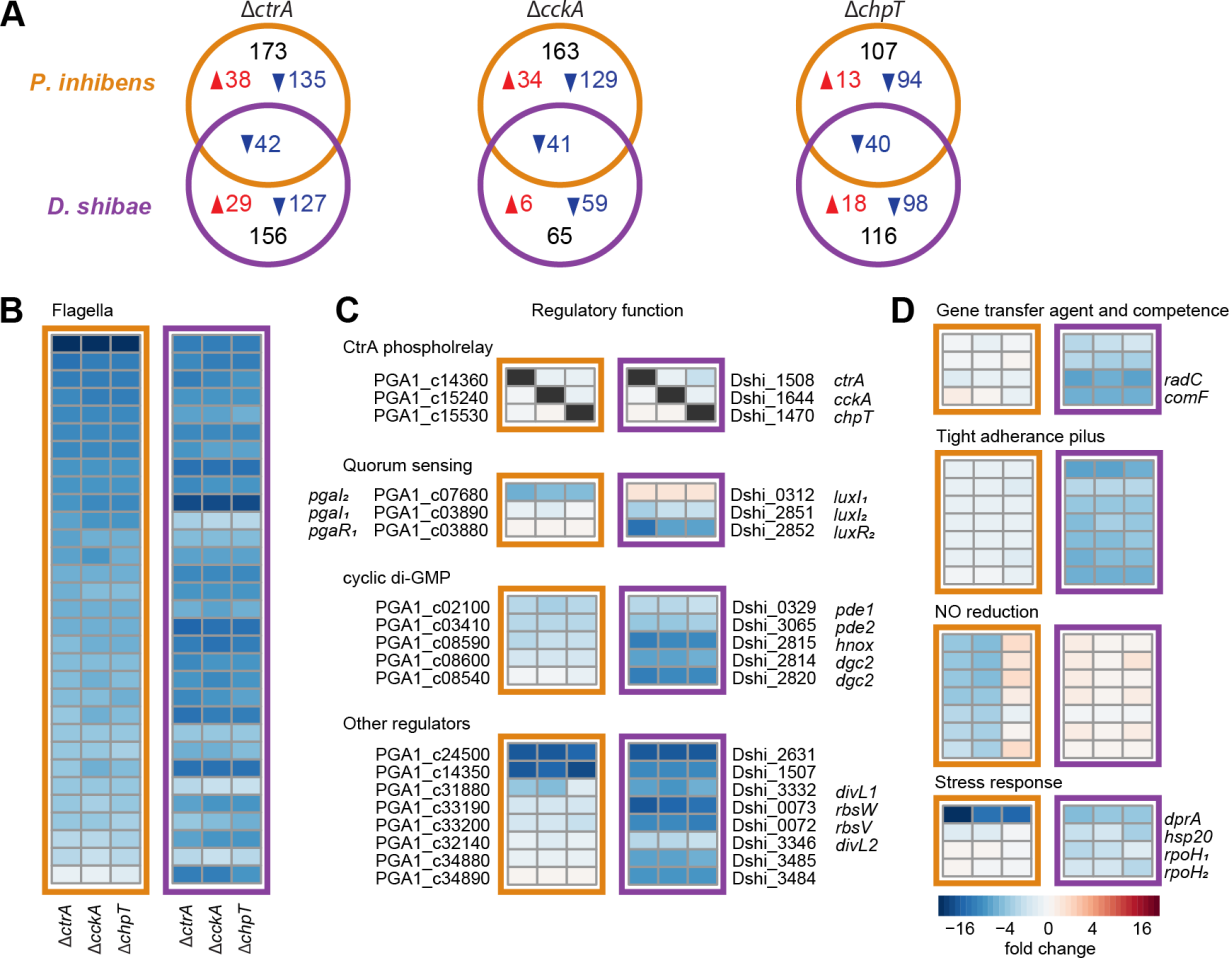
Comparison of the *P. inhibens* and *D. shibae* CtrA phosphorelay regulon. (**A**) Unique and overlapping orthologous genes with significantly different expression between the three mutant strains and the wild type of *P. inhibens* and *D. shibae*. Upregulated and downregulated genes are shown in red and blue, respectively. (**B**) Flagellar genes, (**C**) regulatory genes, and (**D**) other CtrA targets as side-by-side heatmap comparison of *P. inhibens* (left) and *D. shibae* (right) marked in orange and purple, respectively.

Similarities and differences were found for the shared regulatory genes (Fig. 5C). In both species, knocking out one of the phosphorelay genes did not affect the expression of the other two. 

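Transcripts of ctrA (PGA1_c14360) had a log2 fold change of -0.38 in the cckA mutant (standard error 0.06, adjusted p = 3.41e-04) and -0.45 in the chpT mutant (standard error 0.06, adjusted p = 1.4e-04) from edgeR's quasi-likelihood test, past the threshold of the adjusted p and under that of the fold. The kinase gene cckA (PGA1_c15240) had -0.20 in the ctrA mutant (adjusted p = 0.0332 from edgeR) and -0.34 in the chpT mutant (adjusted p = 0.00252 from edgeR), also under the fold threshold. The phosphotransferase gene chpT (PGA1_c15530) had -0.01 in the ctrA mutant and 0.02 in the cckA mutant (adjusted p = 0.952 and 0.929 from edgeR), and with 1 library left out it ran from -0.08 to 0.06 and from -0.08 to 0.11. The D. shibae data were not analysed here.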

A remarkable difference was found in the quorum-sensing system. Both strains have two chromosomally encoded autoinducer synthases. However, the orthologs showed inverse regulation. The *pgaIR_1_* and *pgaI_2_* homologs were only downregulated in *D. shibae* and *P. inhibens*, respectively, and did not change their expression in the other species. In contrast to *P. inhibens*, the *pgaI_2_* homolog of *D. shibae* is located in an operon with the corresponding transcription factor. The *D. shibae* cyclic-di-GMP turnover system consists only of two diguanylate cyclases (DGCs) and two phosphodiesterases (PDEs), all with homologs in *P. inhibens*. Both *pde* genes, but only one *dgc* gene and the associated *hnox* gene, were downregulated in both roseobacter strains. 

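In P. inhibens both phosphodiesterase genes and hnox were lower in the 3 mutants. The gene labelled pde1 (PGA1_c02100, 192908 to 194452) had log2 fold changes of -1.48, -1.55 and -1.40 in the ctrA, cckA and chpT mutants (standard errors 0.09, 0.09 and 0.08), and pde2 (PGA1_c03410, 327954 to 328775) had -1.30, -1.40 and -1.36 (standard error 0.11 in each). The gene hnox (PGA1_c08590, 887052 to 887639) had -1.27, -1.17 and -1.09 (standard error 0.08 in each). Its neighbour PGA1_c08600 (887639 to 888640), labelled dgc2 in Fig. 5C, had -0.88, -0.94 and -0.86 (adjusted p = 5.81e-06, 2.81e-06 and 9.75e-06 from edgeR), past the threshold of the adjusted p and under that of the fold. Without replicate A of the cckA mutant it was called there, at -1.02. Fig. 5C gives the label dgc2 to PGA1_c08540 as well, which had -0.03, -0.01 and -0.42 and was not called, so the label alone does not tell which gene is meant.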

The extended CtrA regulon of *D. shibae* contains more genes with sensory or regulatory function. 

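In P. inhibens the histidine kinase gene divL1 (PGA1_c31880, 3341066 to 3343360) had log2 fold changes of -1.90 in the ctrA mutant (standard error 0.08, adjusted p = 9.66e-10), -2.11 in the cckA mutant (standard error 0.08, adjusted p = 4.07e-10) and -0.66 in the chpT mutant (standard error 0.08, adjusted p = 3.41e-05) from edgeR's quasi-likelihood test. That of the chpT mutant was under the fold threshold. In the direct contrasts divL1 was higher in the chpT mutant than in the ctrA mutant by 1.24 and than in the cckA mutant by 1.45, and both were called. The gene divL2 (PGA1_c32140, 3370342 to 3372606) was not called in any mutant, with -0.48, -0.61 and -0.44 in the ctrA, cckA and chpT mutants.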

Three histidine kinases, two of them homologs of *divL* from *C. crescentus* (47), showed a strong repression in all *D. shibae* mutants, but only *divL1* was repressed in *P. inhibens* ∆*ctrA* and ∆*cckA*. The transcriptional activator *gafA* and an anti-sigma-factor system *rbsVW* are involved in the control of GTA production (48, 49). The *P. inhibens* homologs were not repressed in the phosphorelay mutants. This is in accordance with the inactivity of the GTA gene cluster. 

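The genes labelled rbsW (PGA1_c33190, 3478968 to 3479312) and rbsV (PGA1_c33200, 3479348 to 3479794) had values close to the fold threshold in P. inhibens. These labels are those of Fig. 5C. The annotation used describes the product of PGA1_c33200, there labelled rbsV, as a putative serine-protein kinase (anti-sigma-B factor), a description of RbsW, so which of the pair is which is uncertain. The log2 fold changes of rbsW were -0.99, -0.93 and -0.84 in the ctrA, cckA and chpT mutants (standard error 0.16 in each, adjusted p = 0.00131, 0.00184 and 0.00528 from edgeR's quasi-likelihood test), under the fold threshold. Those of rbsV were -0.98 and -0.93 in the ctrA and cckA mutants, under the threshold, and -1.01 in the chpT mutant (standard error 0.14, adjusted p = 2.84e-04 from edgeR), where the gene was called lower. The locus of gafA is not given in the paper's text or the annotation used.

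These calls changed with single libraries. That of rbsV (PGA1_c33200) in the chpT mutant ended without wild-type replicate A (-0.98) or replicate A of the chpT mutant (-0.99), and rbsV was called in the ctrA mutant without wild-type replicate B (-1.01) or replicate A of the ctrA mutant (-1.17). Without wild-type replicate B, rbsW (PGA1_c33190) was called at -1.22, -1.15 and -1.06 in the 3 mutants. It was also called in the ctrA mutant without replicate A of that mutant (-1.05) and in the chpT mutant without replicate B of that mutant (-1.03).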

In the *D. shibae* mutants, these genes were downregulated along with GTA and competence genes (Fig. 5C and D).

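For P. inhibens the annotation used assigns 2 genes to pilus assembly. The gene cpaB (PGA1_c06150, 630014 to 630874) had log2 fold changes of -0.26, -0.18 and -0.33 in the ctrA, cckA and chpT mutants (standard error 0.06 in each). PGA1_c17900 (1871084 to 1872004), annotated as a pilus assembly protein of the PilZ type, had -0.65, -0.68 and -0.36 (standard error 0.10 in each). By edgeR's quasi-likelihood test 0 of the 2 were called in each mutant, and 0 when adjusted over the list alone, with 2 at an unadjusted p under 0.05 in each. DESeq2 and the likelihood ratio test also called 0 in each.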

A tight adherence (TAD) pilus gene cluster associated with roseobacter dendritic motility (20) was exclusively repressed in *D. shibae* (Fig. 5D). By contrast, the nitric oxide (NO) reduction operon was repressed in *P. inhibens*, while the homologs in *D. shibae*, which are part of a complete denitrification pathway (50), were not affected by the CtrA phosphorelay knockouts. 

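The genes of nitric oxide reduction on the 262 kb chromid were lower in the ctrA and cckA mutants. The gene norD (PGA1_262p01200, 131338 to 133275) had log2 fold changes of -1.77, -2.06 and 0.86 in the ctrA, cckA and chpT mutants (standard errors 0.32, 0.33 and 0.29). PGA1_262p01220, annotated as a nitric oxide reductase (134078 to 135436), had -1.77, -1.98 and 0.36. PGA1_262p01190, a hypothetical protein, had -1.74, -2.45 and 1.01 and was called higher in the chpT mutant, by edgeR's quasi-likelihood test and not by DESeq2 (0.99).

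Of the 8 genes of the operon (129687 to 136259), 8 were lower in the ctrA mutant and 8 in the cckA mutant by edgeR, and 8 and 8 when adjusted over the list alone, with medians of -1.75 and -2.02. In the chpT mutant 0 were lower by edgeR's quasi-likelihood test, DESeq2 or the likelihood ratio test, 4 genes had an unadjusted p under 0.05, and the median was 0.72. In the direct contrasts 8 were higher in the chpT mutant than in the ctrA mutant (median 2.24) and 8 than in the cckA mutant (median 2.56). The camera test called the list in the ctrA mutant (adjusted p = 0.00245) and the cckA mutant (adjusted p = 3.17e-04), and these calls were lost with an estimated correlation (adjusted p = 0.494 and 0.395). The study chose these genes on the same samples, so the counts over the list are not independent evidence.

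The spread between libraries was wide for these genes. With only the 2 strains compared, the number of lower genes in the ctrA mutant was 5. The log2 fold changes of norD, PGA1_262p01210 and PGA1_262p01220 were then -1.78, -1.77 and -1.77, and their adjusted p rose to 0.0818, 0.107 and 0.0524 from edgeR. The number in the ctrA mutant was 6 without wild-type replicate B, and in the cckA mutant it was 6 without replicate B of that mutant. Without these libraries norD (PGA1_262p01200) had -1.69 in the ctrA mutant and -1.93 in the cckA mutant and was not called. The calls of PGA1_262p01210 ended there too. Its call in the ctrA mutant also ended without wild-type replicate A (-1.78) and without replicate A or B of the chpT mutant (-1.77 in each), libraries outside that comparison. In the cckA mutant it also ended without replicate A of that mutant (-2.23). The call of PGA1_262p01190 in the chpT mutant ended without wild-type replicate B (0.87) or replicate B of the chpT mutant (0.79).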

Finally, *dprA*, encoding a DNA repair protein, was downregulated in the mutants of both species, but was much more pronounced in *P. inhibens*. 

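In P. inhibens dprA (PGA1_c06230, 637888 to 639126) was lower in all 3 mutants. Its level in the wild type was 261 and 207 CPM, and its log2 fold changes were -5.00, -3.65 and -3.94 in the ctrA, cckA and chpT mutants (standard errors 0.26, 0.24 and 0.24, adjusted p = 3.29e-05, 9.37e-05 and 1.18e-04 from edgeR's quasi-likelihood test). Between the chpT and ctrA mutants it differed by 1.06 (adjusted p = 0.044 from edgeR), which was called. That call ended when any library of these 2 mutants was left out, at 0.88 and 1.25 without replicates A and B of the ctrA mutant and 1.25 and 0.78 without those of the chpT mutant. Between the cckA and ctrA mutants the difference was larger, 1.35 (standard error 0.28, adjusted p = 0.433 from edgeR's quasi-likelihood test), and was not called over all genes by that test with all libraries. It was called when adjusted over the list below alone, by DESeq2, by the likelihood ratio test and without normalization factors. The competence list of the annotation used holds 2 genes, dprA and radC, and 1 of them, dprA, was lower in each mutant, also when adjusted over the list alone. The gene radC (PGA1_c34550), at 1.61 and 2.46 CPM in the wild type, had -0.69, -0.36 and -0.34, and with 1 library left out it ran from -0.85 to 0.03 in the cckA mutant.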

Three other regulators of the stress response were slightly downregulated in at least one *D*. *shibae* mutant, but their expression did not change in the *P. inhibens* mutants.

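The genes for the heat shock sigma factor RpoH are the regulators of the stress response that could be assigned to a locus in P. inhibens, and they were not called. The gene rpoH (PGA1_c09010, 927846 to 928742), at 1759 and 1653 CPM in the wild type, had log2 fold changes of 0.08, -0.02 and -0.15 in the ctrA, cckA and chpT mutants (adjusted p = 0.407, 0.851 and 0.141 from edgeR's quasi-likelihood test). PGA1_c26660 (2781262 to 2782140), at 19.9 and 21.1 CPM in the wild type, had 0.02, 0.04 and -0.19 (adjusted p = 0.903, 0.759 and 0.182 from edgeR). With 1 library left out, PGA1_c09010 ran from -0.06 to 0.03 in the cckA mutant and PGA1_c26660 from -0.04 to 0.07 in the ctrA mutant, where it had -0.07 without normalization factors.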

## DISCUSSION

A phylogenetically broad taxon sampling with more than 300 genomes allowed us to draw reliable conclusions about the origin, evolution, and current distribution of three different flagellar systems in *Rhodobacterales*. The one order of magnitude larger data set corroborated the conclusions from the previous census conducted a decade ago (30), namely (i) the presence of three different *Rhodobacterales*-specific flagellar systems (*fla1*, *fla2*, and *fla3*), (ii) the predominance of the *fla1*-type flagellum, and (iii) the co-occurrence of a maximum of two FGCs (*fla1*/*fla2* or *fla1*/*fla3*) per genome. The functionality of two different flagellar systems in one bacterium has been exemplified for *C. sphaeroides* (51), and the benefit of an additional FGC is likely related to a more flexible regulation of swimming motility (see below). The absence of the combination *fla2*/*fla3* is consistent with the main finding of the current study that *fla1* represents the archetypal flagellum in the order *Rhodobacterales*.

All three flagellar types are present in *Roseobacteraceae* and *Paracoccaceae*, but *fla1* was also found in the four basally branching genera *Meinhardsimonia*, *Albimonas*, *Oceanicella,* and *Rubrimonas*, which represent taxa of additional but as yet undescribed families within the order *Rhodobacterales*. In particular, the presence of *fla1* in *Rubrimonas cliftonensis* is noteworthy, as this species represents the earliest branching lineage of *Rhodobacterales* with a FGC (1). Due to the absence of *fla1* in other alphaproteobacterial orders and in light of its vertical evolution, the observed distribution suggests that this characteristic flagellar system originated in the common ancestor of *Rhodobacterales*.

The synchronicity of *fla1* and organismic evolution reflects the importance of swimming motility for *Rhodobacterales*. The vertical inheritance of the most abundant flagellar type *fla1* is also supported by its exclusively chromosomal localization. By contrast, the scattered distribution of *fla2* and *fla3* in the phylogenomic tree and their taxonomically inconsistent flagellar phylogenies provided clear evidence that these FGCs were subject to frequent HOTs. The promiscuity, especially of *fla2,* is reflected by an extrachromosomal localization of FGCs on replicons of 10 different compatibility groups representing the four most common plasmid types of *Rhodobacterales* (DnaA-like, RepA, RepB, and RepABC). This finding is analogous to the extrachromosomal localization of photosynthesis gene clusters (PGCs) within the *Rhodobacterales* and their lateral distribution via HOTs (52–54). The clustering of functionally connected genes (FGC and PGC) provided the basis for the horizontal exchange of these complex bacterial traits. This reflects the crucial role of horizontal gene transfer in alphaproteobacterial evolution beyond rapid adaptations to heavy metal or antibiotic pollution in the environment, due to the transfer of single or a few genes (55, 56).

Our systematic analysis of genes that are essential for swimming motility in *P. inhibens* indicated that the horizontal exchange of an FGC across genus borders, leading to a functional flagellum, is very challenging. All structural genes and regulators must be exchanged *en bloc,* and the components of the complex nanomachine have to be properly expressed after the genetic “transplantation.” Accordingly, only two examples of ancient horizontal recruitment of xenologous FGCs from other alphaproteobacterial orders have been reported for *Rhodobacterales*, namely the original acquisition of *fla2* and *fla3*. In addition to the recent exchange of *fla2*-type FGCs within the *Rhodobacterales*, an alternative explanation for the frequent localization of *fla2* on plasmids could be the necessity of spatial linkage of the genes to the cell pole, analogous to the positioning of *fla1* of *P. inhibens* close to the *oriC*. A coupled transcription, translation, and membrane insertion (“transertion”) of the bacterial flagellum could thus result in a (sub-)polar localization in the cell (30, 57).

The archetypal *fla1* gene cluster of *Rhodobacterales* has probably acquired the four new genes (CP1–4) after the split from the other alphaproteobacterial orders. Although their functions remain enigmatic, the corresponding proteins are essential for the formation of a functional flagellum. CP1 and CP3 might act comparably late in the assembly process, as rod, hook, and filament proteins could still be detected outside the cell. Possible roles as chaperones, or in prevention of premature assembly, like for the recently described FlhE of *S. enterica* (58), should therefore be considered. Only a very limited number of essential motility genes were located outside the FGC. In general, we hit genes more than once, which indicates that the coverage of our screening was sufficient for a comprehensive identification of motility factors. The regulators identified, in addition to the CtrA phosphorelay system, might play a role in tuning FGC expression in response to specific environmental signals or affect its timing. The influence of the phosphomannomutase AlgC is of particular interest, as we previously found biosynthesis of rhamnose, sharing a precursor with alginate, to be essential for motility and biofilm formation (17, 19). Notably, in this case, only the loss of the whole *rmlCBDA* rhamnose operon, but not single gene knockouts, led to a completely immotile phenotype. This explains why we did not hit these genes in our transposon mutant screening. In this regard, we also have to consider that motility genes acting only in concert may have been overlooked.

We found that no quorum-sensing genes are essential for motility. This is in accordance with the upregulation of flagella genes and increased motility previously observed in *P. inhibens* QS knock-outs (59). In *D. shibae*, knockout of autoinducer biosynthesis downregulates flagella gene expression (31, 60). The physiological consequences remain open, as the strain is immotile in the standard soft agar assay (20). However, the CtrA core regulon of motility and cyclic-di-GMP turnover and its integration into the QS system are conserved in these two phylogenetically distant species of *Roseobacteraceae*. It is likely central for the widespread swim-and-stick lifestyle in this family of marine bacteria (19, 20) and also essential for interactions with algal hosts (16, 18). Nonetheless, there are differences between the two strains in terms of the CtrA-mediated expression of orthologous genes. Some of them can be *bona fide* attributed to differences in cultivation conditions or the timing of sampling. Expression of the GTA gene cluster, the respective activator *gafA* (49), and modulators *rbsWV* (48) was almost absent in *P. inhibens*. This contrasts with the weak but notable expression in *D. shibae* (31, 46). These two regulatory systems were first unraveled in *Rhodobacter capsulatus*, where they are also controlled by CtrA and QS (61). They are probably universally conserved in *Rhodobacterales* and should, under the right environmental conditions, also be functional in *P. inhibens*. However, it is also possible that the expression of the GTA gene cluster is inhibited by the prophage located at the terminus.

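The 15 gene transfer agent genes of P. inhibens stood near the bottom of all genes in each of the 8 libraries. Their median level was 0.312 to 0.544 CPM, against 41.7 to 44.8 CPM for the median of all genes, and the median of their percentiles among all genes was 0.593 to 1.28. The most abundant of them reached 6.05 to 7.29 CPM, and 0 to 2 of them had no count in a library. The modulator genes had levels in the wild type of 50.3 and 35.8 CPM for rbsW (PGA1_c33190) and 8.81 and 8.54 CPM for rbsV (PGA1_c33200). The median of all genes in these libraries was 44.8 and 44.6 CPM. PGA1_c33190 thus stood near that median and PGA1_c33200 below it, while the paper describes both modulators as hardly expressed. No level can be given for gafA, whose locus is not in the paper's text or the annotation used.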

Differences in the regulation of the denitrification genes between *P. inhibens* and *D. shibae* might have evolved as an adaptation to specific environmental niches. *P. inhibens*, which has only an incomplete denitrification pathway, uses its chromid-encoded nitrite reductase (*nirKV*) under oxic conditions to reduce nitrite released by the coccolithophore *Gephyrocapsa huxleyi* (formerly *Emiliania huxleyi*) to NO, which, in turn, promotes programmed cell death of the alga (15). By contrast, the presence of a complete chromosomal denitrification pathway allows *D. shibae* to grow anaerobically using NO_3_^-^ as a terminal electron acceptor (50). Here, the anaerobic activators of the denitrification genes, in turn, repress the CtrA phosphorelay, while inverse regulation was not observed (62). Thus, oxygen availability could restrict expression to either denitrification or flagella, contrasting their co-expression in *P. inhibens*.

The control of motility has been suggested to be the ancient function of the alphaproteobacterial CtrA phosphorelay (63). A finding that requires further attention is the co-localization of CtrA phosphorelay genes with two of the scattered flagellar operons in *Rh. rubrum*. The *Rhodospirillales* are one of the earliest branching alphaproteobacterial phyla, and it is tempting to speculate that the chromosomal separation of the phosphorelay genes from the flagella genes reflects the evolution of CtrA toward a more generalized and finally essential cell cycle regulator (24). Likewise, the fixing of the phosphorelay and regulon genes at different chromosomal positions might have played a role in this process (64). In *P. inhibens* and *D. shibae*, the flagella genes are located at the origin of replication (*oriC*), while *ctrA* and *cckA* are located at the terminus; thus, the distance between regulator and target is maximized.

This study was focused on an important roseobacter model organism that possesses only the main *fla1*-type flagellum. The widespread but scattered occurrence of dual flagellar systems indicates a role in niche adaptation at the genus level. There is also the question of how the expression of two FGCs is coordinated, and so far, we only have first indications from *C. sphaeroides*. Note that in this bacterium, the *fla1* and *fla3*-type FGC were originally named in order of their discovery, fla1 and fla2, respectively. Both *fla1* and *fla3*-type result in the formation of a single polar flagellum. The *fla1*-type flagellum is co-activated with gas vesicle formation by CtrA (65, 66). Both traits together allow the bacterium to roam the oxygenated water surface. On the other hand, the expression of the *fla2*-type FGC is stimulated together with the PGC by oxygen depletion (51). Under these conditions, light can provide energy for movement. *Rhodobacterales* species with distinct flagella types were isolated from a variety of habitats. Future studies might reveal different regulatory mechanisms and help to better understand the evolutionary benefits of a bacterial chassis with two propeller systems.

## MATERIALS AND METHODS

### Phylogenomic analysis

For multilocus sequence analyses (MLSA), the core genome of 306 *Rhodobacterales* genomes deposited at the NCBI database was determined with Proteinortho5 (67) using the parameters “-selfblast -singles -cov = 60 e =1 e − 08 -identity = 25.” Core genes that were not duplicated in any of the genomes analyzed were aligned using MUSCLE (68). Partially aligned C- and N-terminal trailing regions were clipped. Poorly aligned internal alignment regions were filtered out using Gblocks (69). To reduce the influence of potential horizontal gene transfer, each orthologous group was then preliminarily clustered using fasttree, and the mean and standard deviation of summed branch lengths were calculated for all trees. Markers that resulted in tree topologies with summed branch lengths greater than the calculated mean plus two standard deviations were dismissed. Only 36 of 306 analyzed genomes were complete, and seven draft genomes contained more than 200 contigs. To counteract missing genes due to incomplete genome assembly, sets of core genes present in all genomes (0 missing genes), and sets with 1, 3, and 15 missing genes were analyzed. The most stringent data set without missing genes resulted in an alignment with 44,988 amino acid positions (100% criterion: 168 marker genes), while 1 missing gene corresponded to 85,058 aa (99.8%: 295 genes), 3 missing genes to 123,793 aa (99%: 417 genes), and 15 missing genes to 173,174 aa (95%: 590 marker genes). For the current study, we chose the data set with three missing genes (99% criterion), resulting in a selection of 417 marker genes with 123,793 conserved amino acid residues. The concatenated alignment was clustered using the maximum likelihood method implemented by RaxML (70) with the “rapid bootstrap” method and 250 bootstrap iterations. Additional node support was determined using IQ-TREE (71) with the option of 1,000 rounds of ultrafast bootstrap approximation (72). Phylogenetic trees with associated metadata were visualized with the R package ggtree (73).

### Analysis of flagellar gene clusters

The distribution of flagellar systems in the 306 *Rhodobacterales* genomes was investigated by comprehensive BLASTP searches using the three previously characterized FGCs from *P. inhibens* DSM 17395 (*fla1*; CP002976.1: PGA1_c35560 to PGA1_c35910), *M. algicola* DG898 (*fla2*; CP010860.1: MALG_04521 to MALG_04566), and *C. sphaeroides* 2.4.1 (*fla3*; CP000143.2: RSP_0032 to RSP_0083) as references (30). The abundance of 270 whole-genome shotgun (WGS) genomes and only 36 complete genomes in the data set of 306 investigated *Rhodobacterales* hindered the unambiguous identification of extrachromosomal FGCs. Therefore, the presence of plasmid replication proteins (DnaA-like, RepA, RepB, or RepABC) on FGC-containing contigs was used to identify plasmid-/chromid-encoded flagellar systems. The corresponding compatibility groups were determined based on our established phylogenetic classification scheme (35, 74). All other FGCs were regarded as chromosome-encoded.

### Cultivation conditions

*P. inhibens* was routinely grown in marine broth (MB) medium (Carl Roth GmbH, Karlsruhe, Germany) under constant shaking at 28°C. Whenever grown under antibiotic pressure (120 µg/mL kanamycin or 40 µg/mL gentamicin, Carl Roth GmbH), half-strength MB medium was used for cultivation to prevent reduction of antibiotic activity. The generated transposon mutant strains and complementation strains are available from the authors upon request.

### Generation and identification of transposon mutants

*P. inhibens* DSM 17,395 cells were electroporated for uptake of the Transposon EZ-Tn5 <KAN-2> (Cambio, Cambridge, UK). In total, 4,954 kanamycin-resistant colonies were picked and individually stored as glycerol stocks. The insertion site of 3,979 mutants could be identified by sequencing the product of two consecutive PCRs. The product of the first PCR using an arbitrary and a specific primer was amplified using two specific primers. Used primers are listed in Table S7. For a second round of screening, an additional 8,000 Km-resistant mutants were picked, and the insertion site was only determined in the case of impaired mobility.

### Generation of complementation strains

The single CP1 gene and the whole CP4-containing operon were cloned together with the upstream intergenic region into the broad-host-range expression vector pBBR1-MCS5. For CP2 and CP3, the constitutively active gentamicin promoter was cloned in front of the ORF. Used primers are listed in Table S7. Precultures for experiments were grown under selection pressure to prevent plasmid loss, while main cultures were grown without selection pressure. *P. inhibens* DSM 17395 carrying the empty vector was used as a control in the respective experiments.

### Motility assay on soft agar

The flagellar motility of *P. inhibens* DSM 17395 and its mutants was investigated on 0.3% (w/v) Marine Broth (MB) soft agar plates. A preculture of each strain was inoculated in 4.5 mL of the respective liquid medium and incubated at 28°C in test tubes under moderate shaking. Test plates were inoculated by spotting 3 µL of the pre-culture on the soft agar and incubated at 28°C for 2–9 days.

### Exoproteome analysis

Extracellular proteins were prepared from filtered (0.22 µm) culture supernatants of mid-exponential cultures as described before (75). In brief, proteins were precipitated with trichloroacetic acid overnight at 4°C, collected by centrifugation, and washed with ethanol prior to resuspension in urea/thiourea buffer (7 M urea, 2 M thiourea, 30 mM Tris, pH 8.5) and storage at −80°C. Fifty microliter of a 1 µg/µL solution of prepared extracellular protein (in urea buffer: 8 M urea, 0.4 M NH_4_CO_3_) was subjected to reduction at 55°C for 30 min using dithiothreitol (45 mM) and subsequent alkylation by iodoacetamide (100 mM; 15 min in the dark). The solution was diluted with water to a concentration of 2 M urea prior to overnight tryptic digest (Trypsin Gold, Promega, Mannheim, Germany) at 37°C.

Peptides (corresponding to 1 µg protein) were separated by nanoLC (Ultimate 3000 nanoRSLC, ThermoFisher Scientific, Germering, Germany) equipped with a 25 cm analytical column (C18, 2 µm bead size, 75 µm inner diameter; ThermoFisher Scientific) operated in trap-column mode (C18, 5 µm bead size, 2 cm length, 75 µm inner diameter; ThermoFisher Scientific) using a 180 min linear gradient as previously described (76). The eluent was continuously analyzed by an online-coupled ion-trap mass spectrometer (amaZon speed ETD; Bruker Daltonik GmbH, Bremen, Germany) using a captive spray ion source (Bruker Daltonik GmbH). Protein identification was performed via the ProteinScape platform (version 3.1; Bruker Daltonik GmbH) on an in-house Mascot server (version 2.3 Matrix Science Ltd; London, UK) against the translated genome of *P. inhibens* DSM 17395 and applying a target-decoy strategy with the following settings: enzyme, trypsin; single missed cleavage allowed; modifications, carbamidomethylation (C) fixed and oxidation (M) variable; Peptide mass tolerance 0.3 Da; monoisotopic; MS/MS mass tolerance 0.4 Da; significance threshold *P* < 0.05; false discovery rate <1.0%. Only proteins identified in at least two replicates were considered.

### Electron microscopy

Samples were fixed with 2% glutaraldehyde and washed twice in TE buffer (10 mM Tris, 2 mM EDTA, pH 6.9), dehydrated with a graded series of acetone (10%, 30%, 50%, 70%, 90%, and 100%) for 15 min on ice and further dehydrated in 100% acetone at room temperature. After critical-point drying with liquid CO_2_ (CPD300, Leica), samples were sputter-coated with palladium–gold and imaged in a Zeiss Merlin field emission scanning electron microscope (Zeiss AG, Oberkochen, Germany) with an acceleration voltage of 5 kV. Images were taken with the Zeiss Smart SEM software version 5.04.

### Transcriptomics

Total RNA was isolated with the RNeasy kit (Qiagen, Hilden, Germany) according to the manufacturer’s protocol and including the optional DNase digestion step. Depletion of rRNA was performed with the mRNA Ribo-Zero magnetic kit (Epicentre, Madison, WI, USA) according to the manufacturer’s instructions. The library was prepared from ribosomally depleted total RNA using the Scriptseq v2 RNA-seq (RNA sequencing) library preparation kit (Epicentre) according to the manufacturer’s protocol. The libraries were sequenced on Illumina HiSeq2500 (Illumina, San Diego, CA, USA) in a 50-cycle, single-ended run. The demultiplexed raw fastq files were quality controlled using the FASTQ-mcf suite (https://github.com/ExpressionAnalysis/ea-utils). Low-quality bases (phred-score <30) and identified Illumina adaptors were clipped from the sequences. Reads were mapped to reference genomes using bowtie2 (77) in end-to-end mode with default parameters. A table with reads per protein-coding sequence was generated from each indexed bam file using featureCounts (78) with default parameters.

The R package EdgeR was used for assessing differential gene expression (79). Dispersion was estimated in robust mode. Genewise negative binomial generalized linear models were fitted (glmFit), and significance was calculated with likelihood ratio tests (glmLRT). Only genes with an absolute log2 fold change >1 and a false discovery rate <0.05 were considered significantly differentially expressed. For comparative transcriptomics, orthologs between *P. inhibens* and *D. shibae* were determined using the bidirectional best BLAST hit approach with an e-value cutoff = 10^−10^. Functional groups were assigned manually. From the published *D. shibae* microarray data comparing the CtrA phosphorelay mutants, only the data set recorded in the exponential growth phase was considered. The core regulon was determined with a significance cut-off as above. In addition, genes were considered when the expression of orthologs changed in the same direction in the corresponding mutants of both species.

## Supplementary Material

Reviewer comments

## Data Availability

The mass spectrometry proteomics data have been deposited in the ProteomeXchange Consortium (https://proteomecentral.proteomexchange.org) via the PRIDE partner repository (80) with the data set identifier PXD061497. RNAseq data have been deposited in the NCBI Gene Expression Omnibus Database (https://www.ncbi.nlm.nih.gov/geo/) with the identifier GSE291569.

## SUPPLEMENTAL MATERIAL

Figure S1 msystems.00419-25-s0001.pdf Phylogenomic trees of *Rhodobacterales* and their flagella.

Figure S2 msystems.00419-25-s0002.pdf Subtrees for *fla2* and *fla3*-type flagella.

Figures S3 and S4 msystems.00419-25-s0003.pdf Motility assays and electron microscopy of *P. inhibens* strains.

Supplemental Tables msystems.00419-25-s0004.xlsx Tables S1-S7.

OPEN PEER REVIEW reviewer-comments.pdf An accounting of the reviewer comments and feedback.

ASM does not own the copyrights to Supplemental Material that may be linked to, or accessed through, an article. The authors have granted ASM a non-exclusive, world-wide license to publish the Supplemental Material files. Please contact the corresponding author directly for reuse.

# Supplementary material for: Structural and regulatory determinants of flagellar motility in Rhodobacterales—the archetypal flagellum of Phaeobacter inhibens DSM 17395
**Source:** mSystems. 2025 Jul 8;10(8):e00419-25. doi: 10.1128/msystems.00419-25
**Supplement:** Figure S1 — Phylogenomic trees of Rhodobacterales and their flagella.

Phylogenomic-Tree and Flagellar-Phylogeny of 306 Genome-sequenced *Rhodobacterales*

(A) Phylogenomic-Tree

123,793 Amino acid positions

417 proteins

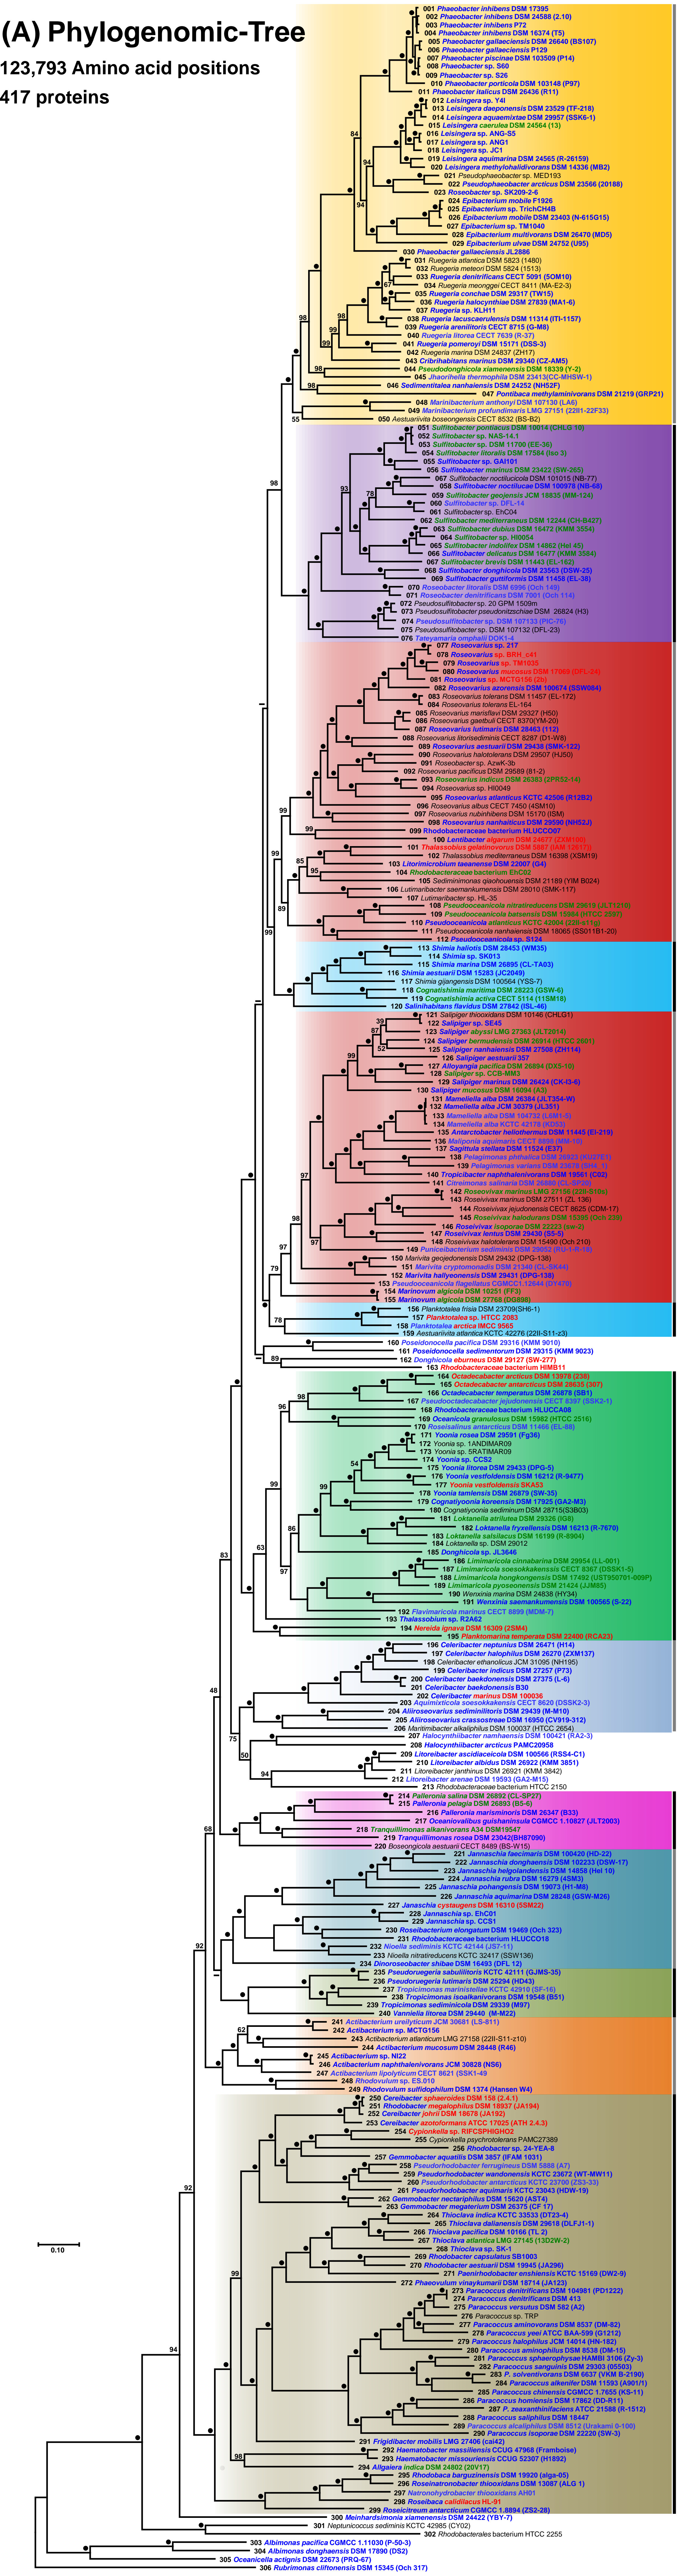

(B) Flagellar Tree

[FlhA, FlhF, FlgH, FlgI]

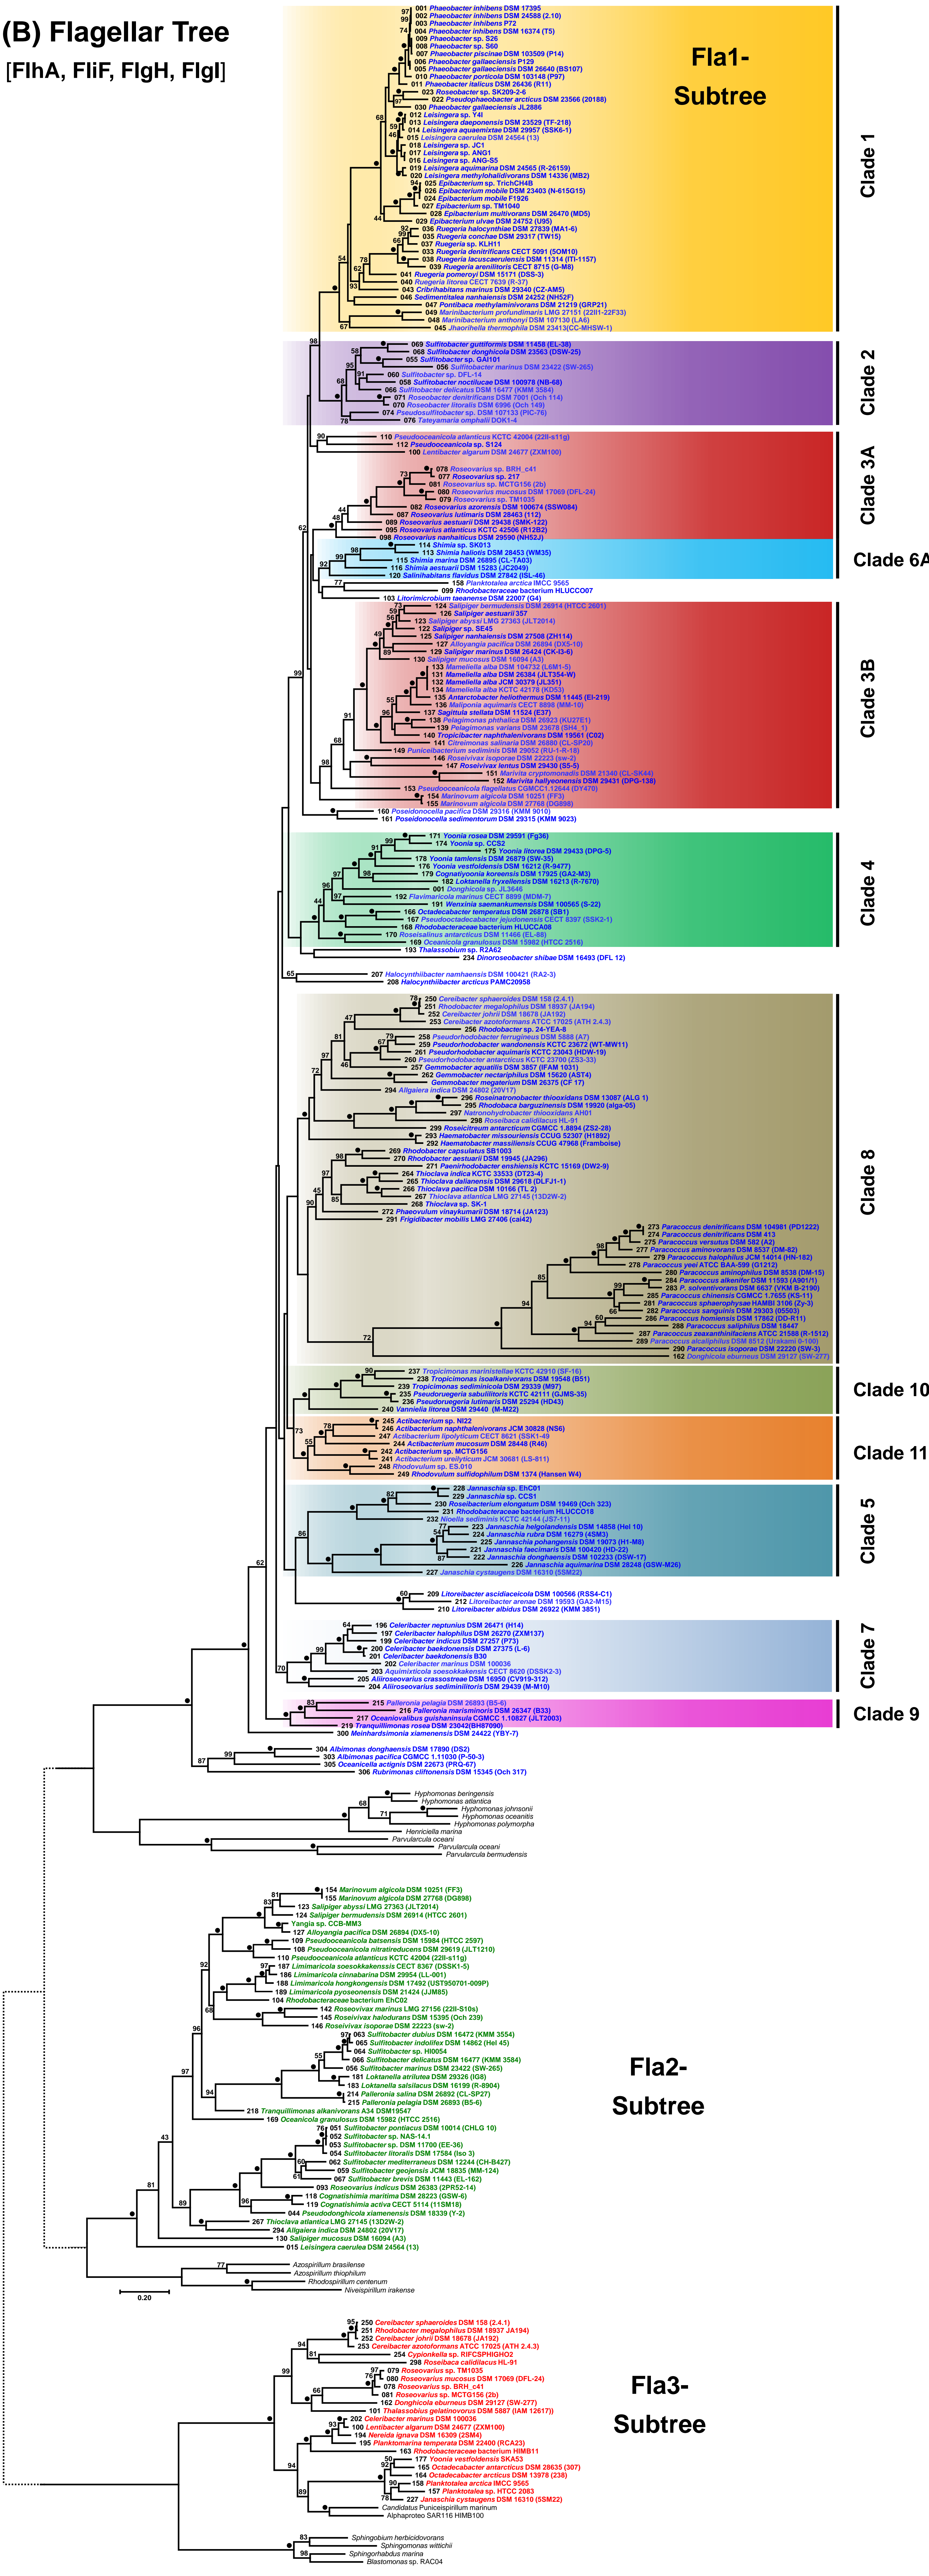

Supplementary Figure S1: (A) Phylogenomic RaxML tree of 306 *Rhodobacterales* based on 417 universal genes and 123,793 amino acid positions. Strains with 'Flagellar Gene Clusters' (FGCs) are highlighted in bold; the color code corresponds to the three FGC-types: *fla1*: blue, *fla2*: green, *fla3*: red. The presence of two colors reflects the presence of two FGCs, three FGCs were not found in any of the genomes examined (Table S1). Eleven different well-supported clades are color coded according to a former study of Bartling et al. (2018). **(B) Flagellar trees** of Fla1 (blue), Fla2 (green) and Fla3 (red) are based on alignments of four concatenated flagellar proteins (FliA, FliF, FliH, FliI; Frank et al. 2015). The subtrees were individually rooted with flagellar systems from other closely related alphaproteobacterial orders. Subtrees in the Fla1 subtree that show a synchronous evolution to the phylogenomic tree are highlighted with the color code for the different clades used in Supplementary Figure S1A.

# Supplementary material for: Structural and regulatory determinants of flagellar motility in Rhodobacterales—the archetypal flagellum of Phaeobacter inhibens DSM 17395
**Source:** mSystems. 2025 Jul 8;10(8):e00419-25. doi: 10.1128/msystems.00419-25
**Supplement:** Figure S2 — Subtrees for fla2 and fla3-type flagella.

(A) Fla2-Subtree

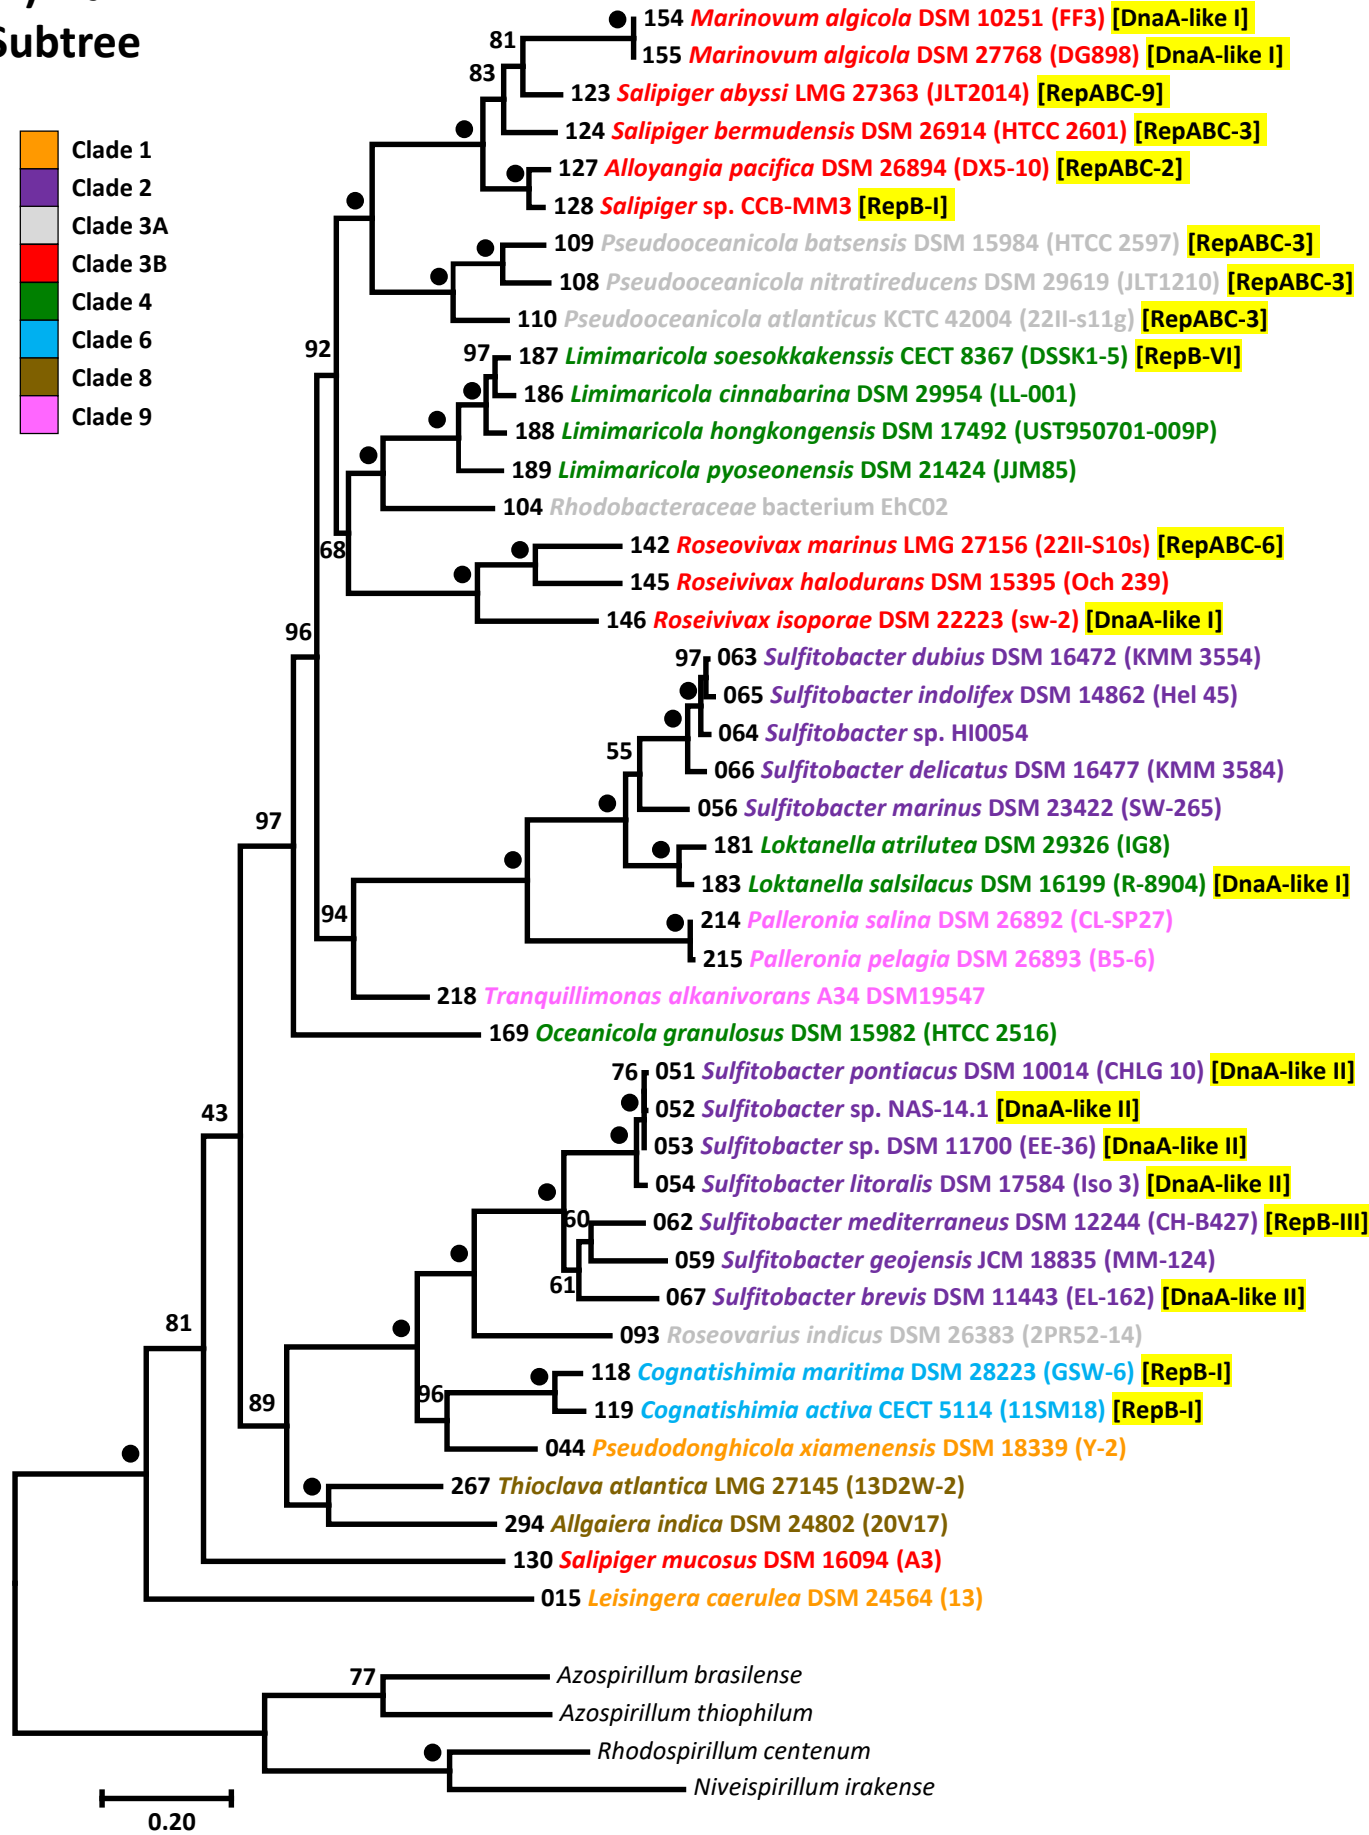

(B) Fla3-Subtree

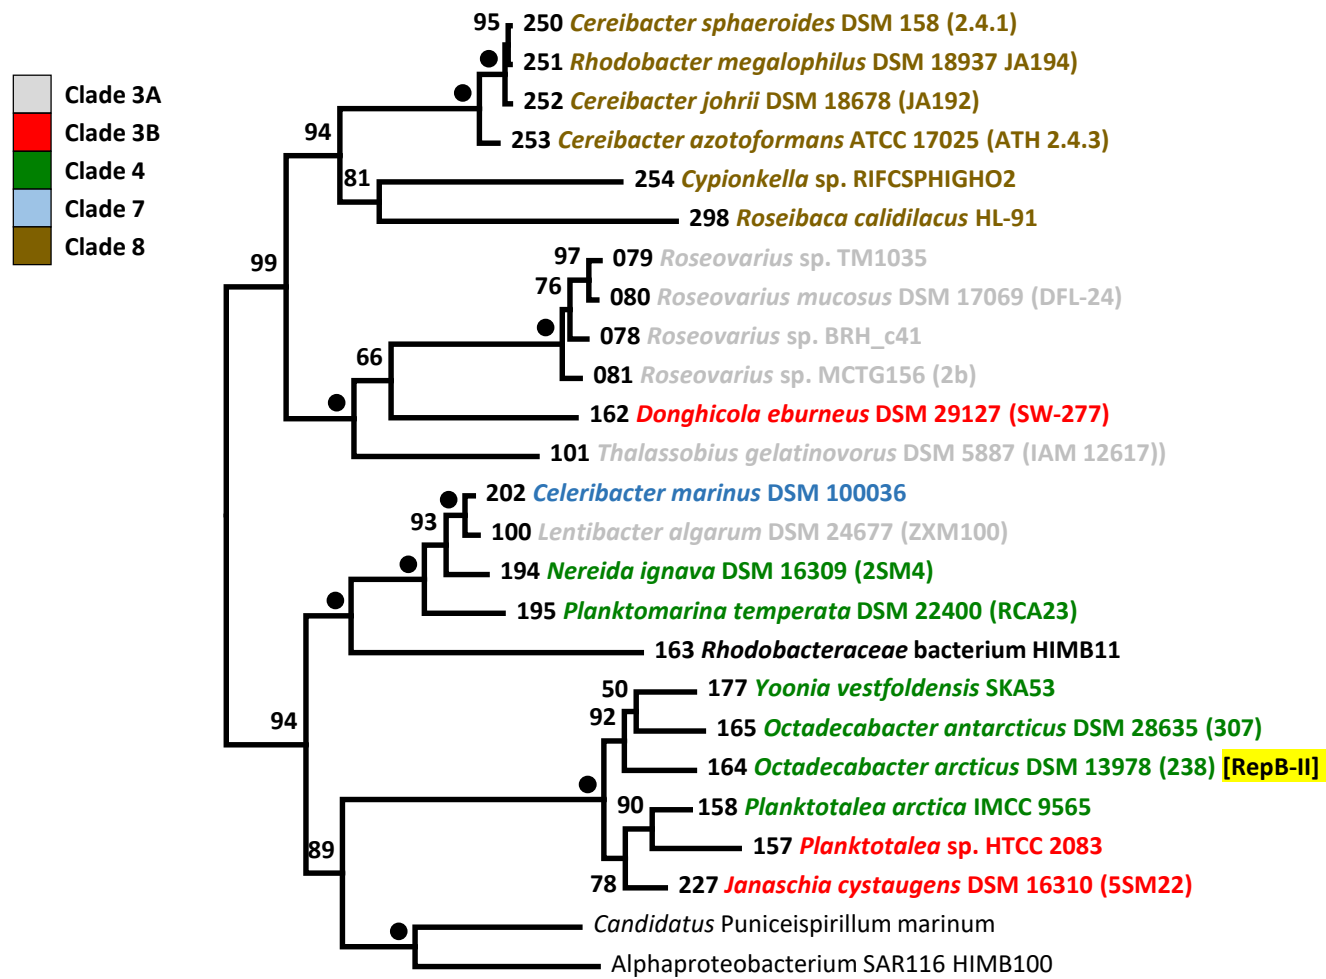

Supplementary Figure S2: Subtrees of fla2 and fla3 flagella systems. (A) Fla2 subtree (FlhA, FliF, FlgH, FlgI) corresponding to Figure S1B. *Rhodobacterales* taxa with *fla2*-type flagellar gene clusters were color-coded according to the different clades (Supplementary Figure S1A). The different plasmid compatibility groups are shown in brackets and highlighted in yellow. **(B) Fla3 subtree** (FlhA, FliF, FlgH, FlgI) corresponding to Supplementary Figure S1B. *Rhodobacterales* taxa with *fla3*-type flagellar gene clusters were color-coded according to the different clades (Supplementary Figure S1A). Plasmid compatibility groups are shown in brackets and highlighted in yellow.

# Supplementary material for: Structural and regulatory determinants of flagellar motility in Rhodobacterales—the archetypal flagellum of Phaeobacter inhibens DSM 17395
**Source:** mSystems. 2025 Jul 8;10(8):e00419-25. doi: 10.1128/msystems.00419-25
**Supplement:** Figures S3 and S4 — Motility assays and electron microscopy of P. inhibens strains.

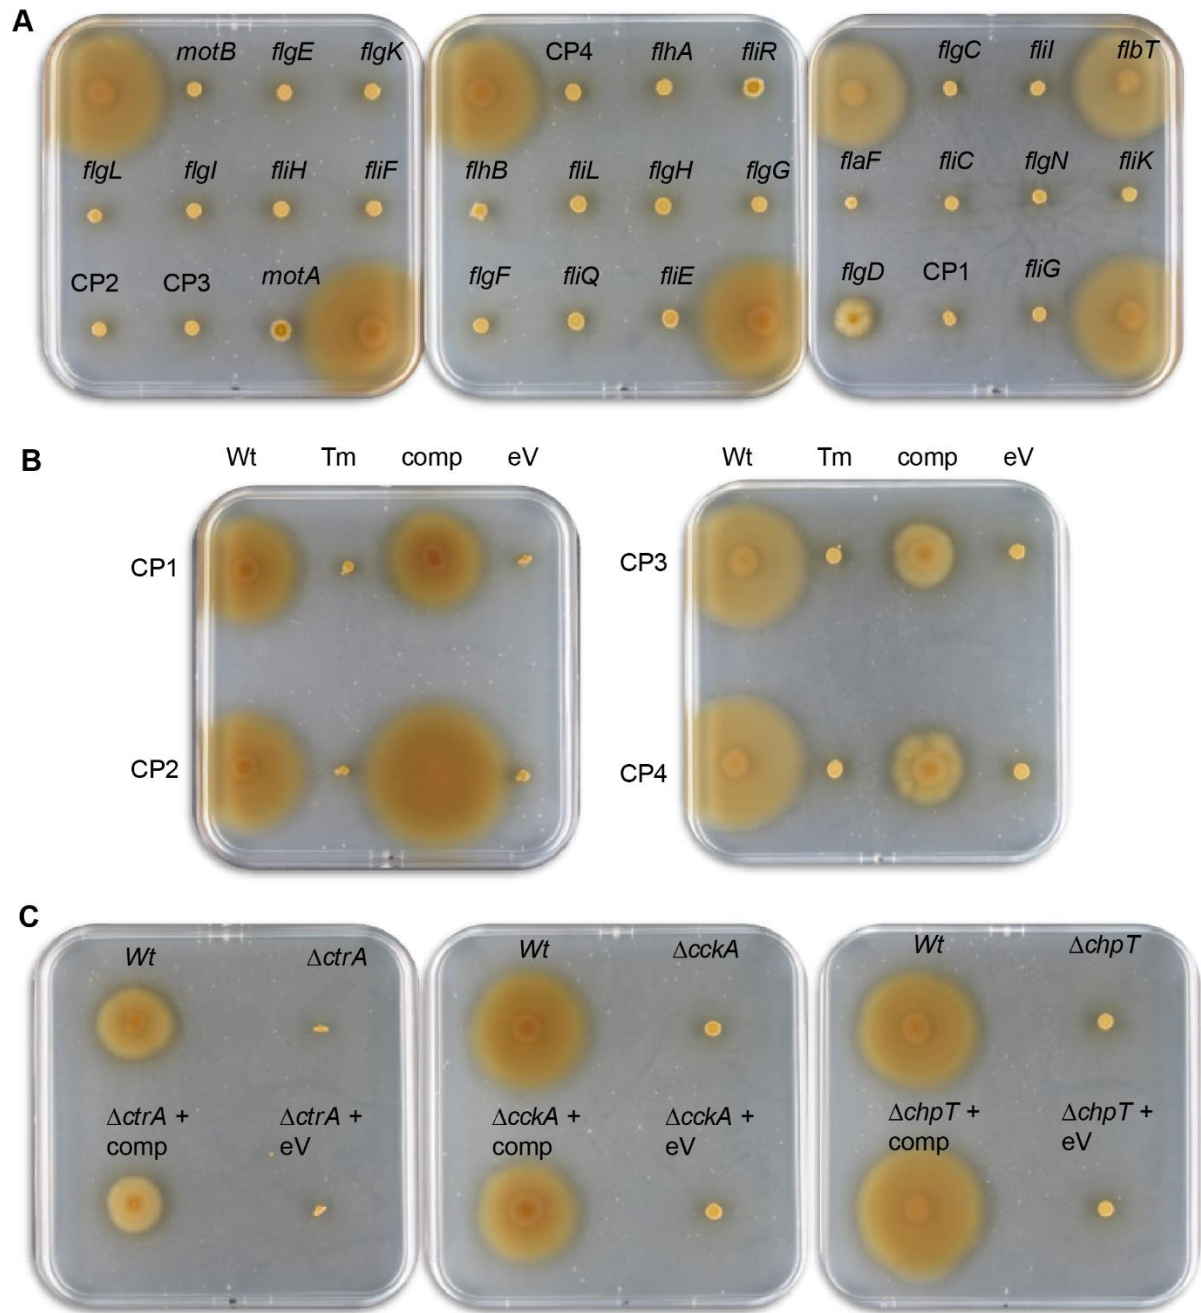

Supplementary Figure S3 – Motility assays for selected *P. inhibens* strains (A) Tn mutants in the FGC. *P. inhibens* wild type is used as a control on each plate. (B) CP1-4 Tn mutants, complements and controls. (C) Tn mutants of CtrA phosphorelay genes, complements and controls. Tm = transposon mutant, comp. = complementation with gene on plasmid, eV = empty vector control.

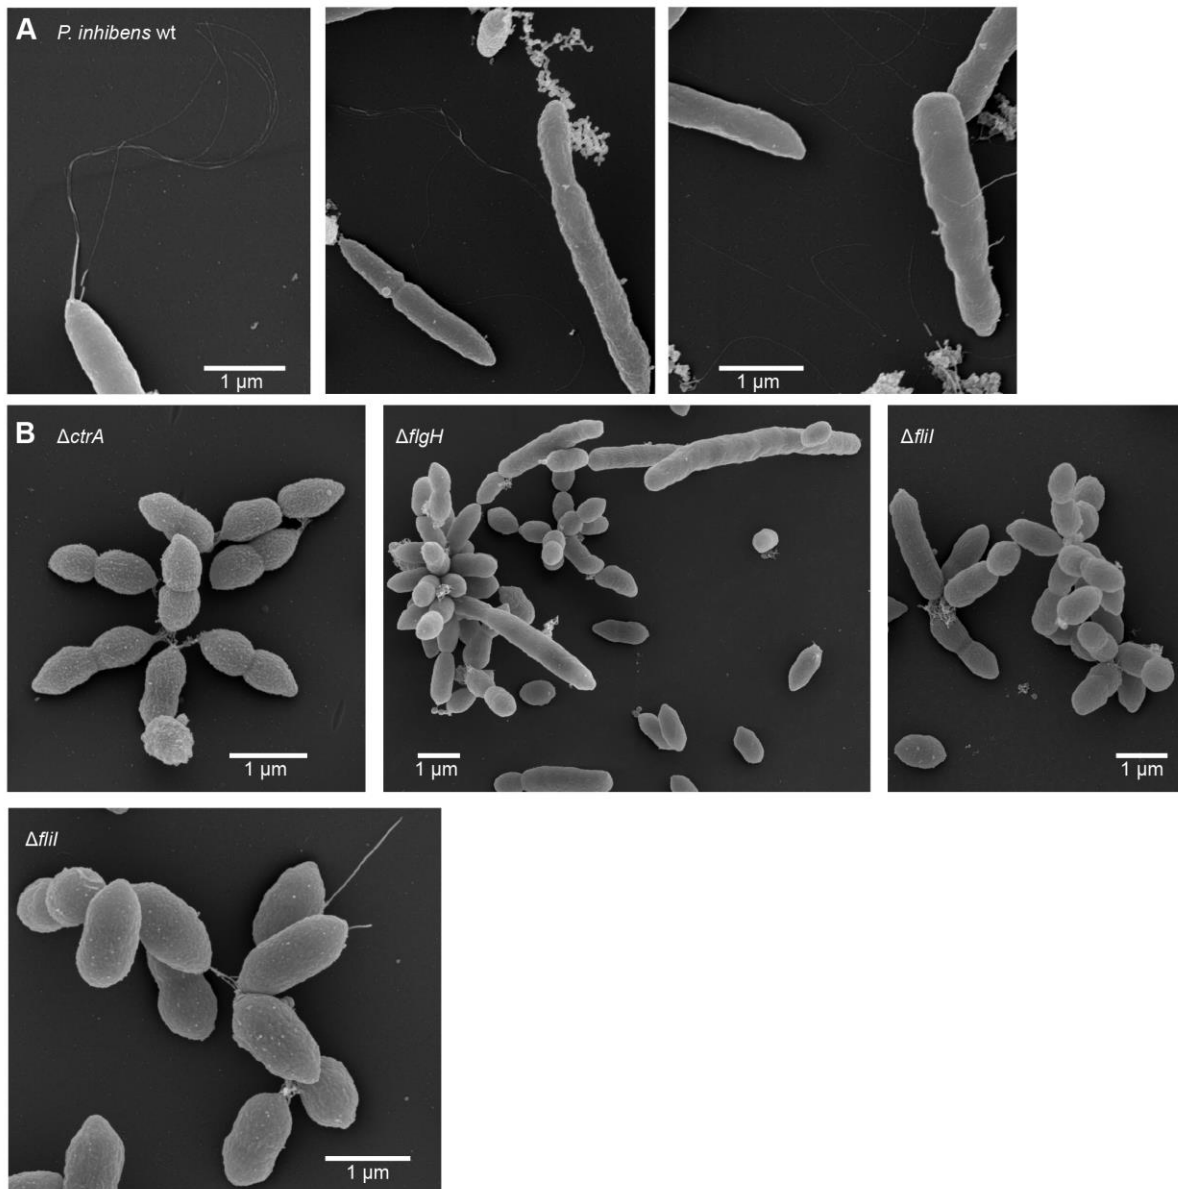

Supplementary Figure S4 – Electron microscopy of (A) *P. inhibens* wild type, showing flagella attached to cells and broken fragments, (B) transposon knockouts of motility genes.

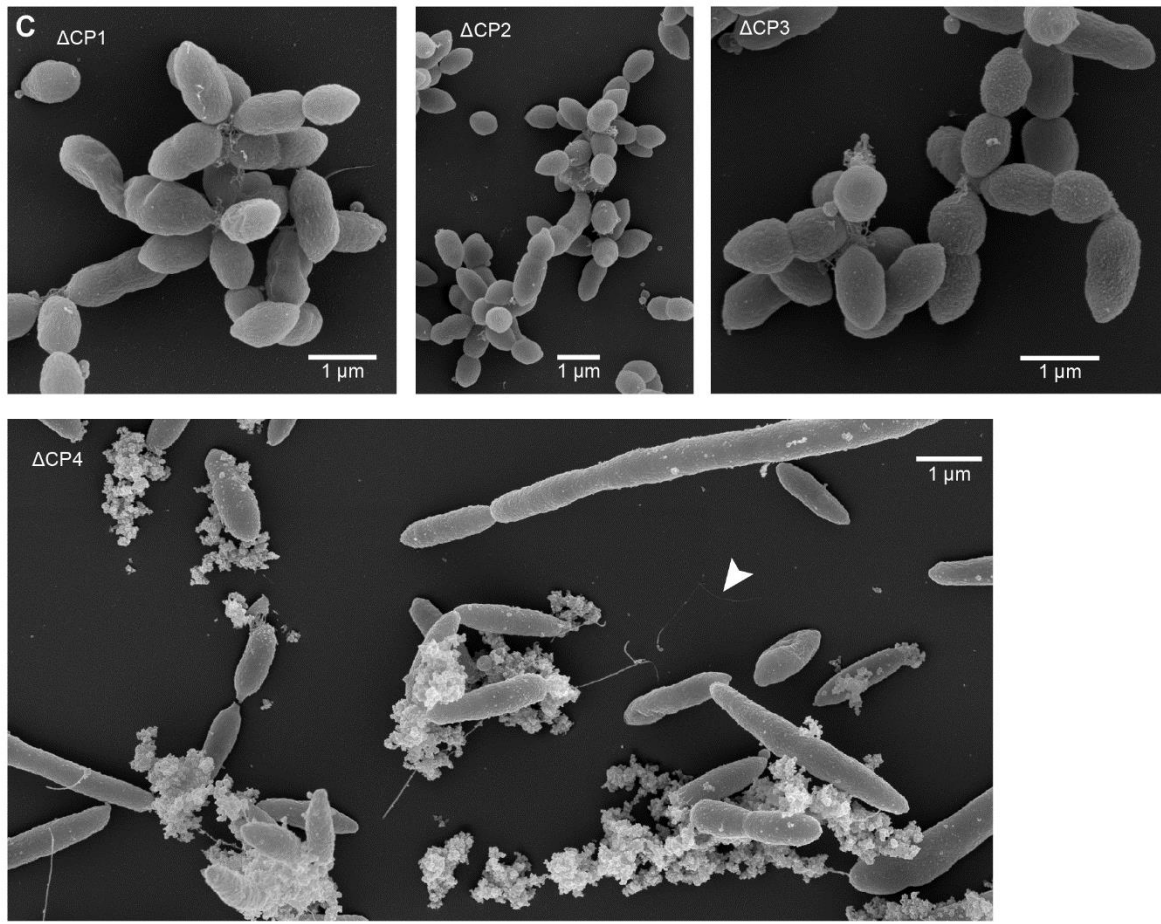

Supplementary Figure S4 – Electron microscopy of (C) *P. inhibens* transposon knockouts of CP1 to CP4.

How the deposited data were processed for this re-analysis (not part of the article)

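RNA was sequenced from the wild type of P. inhibens and from its ctrA, cckA and chpT mutants, with 2 libraries per strain, lettered A and B, and 8 libraries in all. The sample titles give the strain and the letter of each library, and nothing in them says whether the libraries of a strain came from separate cultures. The letters A and B of different strains share a letter and no stated batch, so the libraries were not paired. In the wild type and the ctrA and cckA mutants, replicate A had more counts and a larger share of rRNA than replicate B. In the chpT mutant it had fewer counts and a smaller share. The labels do not say why.

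The counts in the deposited table were made by the authors. Per the paper's methods, RNA was extracted with DNase treatment, rRNA was depleted, libraries were sequenced from one end on a HiSeq2500, adaptors and bases of low quality were clipped with FASTQ-mcf, reads were mapped with bowtie2 end to end and counted with featureCounts per protein-coding sequence. The versions of bowtie2 and featureCounts and the assembly used for mapping were searched for in the paper's text and the sample records and were not found. The values in the table are raw whole-number counts for 3960 genes, and they include 12 rRNA and 57 tRNA genes.

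Gene positions and symbols came from the reference table for the assembly ASM15476v2, which holds 3894 of the 3960 genes, and 39 of the 40 insertion sites of Table 1 lie inside their gene in it. The reference table has no product names. Products were taken from Tables S3A, S3B and S5 and, for genes without one there, from Table S4, and 1662 genes have one. The searches for lists by product name used Tables S3A, S3B and S5 alone, so these lists are incomplete. For example, PGA1_c24930, with the product chaperonin GroS, is not on the list of chaperones, and the TonB-dependent receptor gene PGA1_78p00400 is not on that of iron uptake. The copy of Table S5 used holds 144 of its 3959 genes.

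The libraries held 21149284 to 39638128 counts, of which 22.2% to 40.8% came from rRNA. The most abundant gene outside the rRNA genes, PGA1_65p00350, took 4.72% of the counts on average. TMM factors ran from 0.907 to 1.14. With counts scaled by library totals alone, the libraries of a strain differed by more than counting gives, with a chi-square per degree of freedom of 67.3 to 307. That statistic includes the rRNA genes, whose share was uneven, such as 35.7% and 22.2% in the wild-type libraries. It therefore does not measure the spread of single genes after normalization. The common dispersion of the fit with TMM factors was 0.00392.

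Differences were tested with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3, in 1 fit of all 8 libraries with a coefficient per strain, TMM normalization, robust dispersion and robust quasi-likelihood tests, on every gene with at least 1 count. Contrasts were each mutant against the wild type and each pair of mutants. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, as in the paper, which used edgeR's likelihood ratio test. The standard error of a log2 fold change was taken as its size divided by the square root of its F statistic. The fit was tested on simulated data of the same size, with 50 changed genes per fold and mutant. It called 94% to 100% of the genes simulated at a log2 fold change of -1.5 or 1.5 and 98% to 100% of those at -3 or 3, and 0 to 1 unchanged genes per mutant. The simulated counts were drawn with the dispersions of the fit itself, so this does not test whether those dispersions are right. CPM were computed with TMM factors. DESeq2 1.42.0 served as another tool, and tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

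Gene lists were tested as numbers of called genes, over all genes and adjusted over the list alone, and, from 3 genes on, with camera at a preset correlation of 0.01 and at an estimated correlation, and with fry, adjusted over the lists of a comparison. The flagellar gene cluster, the orphan flagellar genes and the genes of nitric oxide reduction and tropodithietic acid were listed by locus tags of the paper's tables. The values of the latter 2 lists in Table S5 had been seen. Lists found by words in gene symbols and products were chemotaxis signal transduction, methyl-accepting chemotaxis proteins, cyclic di-GMP turnover, iron uptake, the gene transfer agent, the prophage, the tight adherence pilus, competence, ribosomal proteins, oxidative phosphorylation, chaperones and heat shock proteases, DNA repair and SOS, cell division and cell cycle, surface polysaccharide, type IV secretion and conjugation, transposases, phenylacetate catabolism, RTX proteins and type I secretion, and sigma and anti-sigma factors. The words were fixed in advance, but the searches for them were written after fold changes had been seen. A first version that departed from the fixed words was replaced by a search for the words themselves, and the genes of RimO, FliI and CinA, which these words also match, were left out of the lists of ribosomal proteins, oxidative phosphorylation and competence after values had been seen. The genes of the siderophore clusters are those labelled in Fig. 4H, and the bounds of the chemotaxis run were chosen after its values were seen. The culture is a single strain, so no list of other cell types applies.

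Genes named in the text are those that the paper names by symbol or locus tag in its text, Table 1 or the labels of Fig. 4 and 5, the interrupted genes and their neighbours, the 10 called genes with the largest fall and the 10 with the largest rise in each mutant that changed the same way in both libraries, and the 10 with the largest difference in each contrast of mutants. Others are said to be chosen after their values were seen. The tests, the words of the lists, the rule and the thresholds above and the alternatives below were set before the data were examined, apart from 5 alternatives. The alternatives were the likelihood ratio test with Benjamini-Hochberg or Bonferroni adjustment, DESeq2, RLE or upper-quartile factors or none, a filter on low counts (minimum count 10), no fold threshold, a fit of only the 2 strains compared, the replicate letter as a block, each library left out in turn, CPM from library totals, and windows of 25 and 100 genes. The Holm adjustment of the likelihood ratio test, the table without rRNA and tRNA genes, the overlap in any direction, the mean in place of the median for the folds of clusters, and the genes for tropodithietic acid between the bounds of the legend of Fig. 4 were added after the data were seen.

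The D. shibae data, the genes motA2, fliM and gafA, whose loci were searched for in the paper's text, tables and the reference table and not found, and the phenotypes of the transposon mutants were left out. With 2 libraries per strain, no permutation of the libraries was made.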

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

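The tests of library labels, normalization and single libraries in this part were chosen after the results were seen. The contrasts between mutants were planned.

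The mutants differed in 12 genes at the siderophore clusters, which were higher than in the wild type in the ctrA and cckA mutants, lower in the chpT mutant, and called in the contrasts of the chpT mutant with both others. They are PGA1_c25890 to PGA1_c25970 and PGA1_78p00370, PGA1_78p00380 and PGA1_78p00400. PGA1_c25940 is the one among them that Fig. 4H does not label. The paper reports opposite changes of this kind for motA2 and describes the rise of the siderophore clusters as similar to that of motA2. Its text does not state a fall of the clusters in the chpT mutant. A wrong normalization factor of a library would move all its genes alike. With counts scaled by library totals alone, the median log2 fold change of the other 3948 genes was at most 0.08 in size in the ctrA, cckA and chpT mutants (median absolute deviations 0.23, 0.23 and 0.18). The medians of the 12 genes were 3.64, 3.77 and -2.09 in that order. But the 12 genes were picked for standing apart from the others, a distance that such a factor leaves unchanged. The outcome was thus set by the choice of genes, and it gives no support to the pattern. If a single library made it, leaving that library out would end it, but the fewest genes so called were 10 of 12, without replicate B of the chpT mutant, then 11 without wild-type replicate A, and 12 without any of the other 6. An effect of the interrupted gene and a difference in the iron available to the cultures, which may also differ between strains, stay open, since the sample labels give no iron and no batch.

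The mutants also differed in 6 neighbouring genes of the 262 kb chromid, beside those for tropodithietic acid, that were higher than in the wild type in the chpT mutant alone and were called in its contrasts with both other mutants. They are PGA1_262p00990, annotated as a LysR regulator, to PGA1_262p01040, annotated as a cytochrome c, and the paper does not discuss them. PGA1_262p01010 (DppD) had a log2 fold change of 2.12 and PGA1_262p01040 of 2.19 in the chpT mutant. With counts scaled by library totals alone, the median in this mutant was 2.03 for the 6 genes and -0.07 for the other 3954 genes (median absolute deviation 0.18). These 6 genes too were picked for standing apart from the others. A wrong normalization factor of a library leaves that distance unchanged, so the comparison gives no support to the pattern. The fewest of the 6 genes called higher with a single library left out were 5, without wild-type replicate B or replicate B of the chpT mutant, where the call of PGA1_262p00990 (at 1.03) ended at 0.97 and 0.91. It also ended without normalization factors, at 0.95. The calls with a single library left out argue against a single library as the whole cause of the pattern. An effect of the interrupted gene and an unstated batch of the chpT libraries stay open.

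Transcripts of chpT and cckA remained in the mutants of these genes, at 74.1% of the wild type for chpT in the chpT mutant and 91% for cckA in the cckA mutant, against 2.91% for ctrA in the ctrA mutant. A mislabelled library could leave such levels, and so could an insertion that leaves the transcript. Libraries of the ctrA mutant under these labels would have little ctrA, but the lowest level of ctrA in the 4 libraries of the cckA and chpT mutants was 70.1% of the wild type. Wild-type libraries would have the wild-type level of the flagellar gene cluster, but the highest median level of its genes in these libraries was 20.1%. Both tests argue against these mix-ups. Exchanged labels of the cckA and chpT mutants cannot be told apart from correct ones. The gene chpT was lower in the libraries labelled chpT mutant than in those labelled cckA mutant, at -0.44 on the log2 scale (standard error 0.11, adjusted p = 0.0103 from edgeR), as the labels would have it, but cckA was lower there too, at -0.21 (standard error 0.07, adjusted p = 0.0361 from edgeR), as exchanged labels would have it. With a library of these 2 mutants left out, the adjusted p rose to as much as 0.105 for chpT and 0.206 for cckA. A library from another strain and an insertion that leaves the transcript also stay open. The representative mutants of Table 1 have insertions at 1588155 in cckA (1586129 to 1588444), 1616227 in chpT (1615761 to 1616357) and 1490614 in ctrA (1490572 to 1491291). By position, those in cckA and chpT lie toward the upper end of the gene and that in ctrA near the lower end. The sample labels do not say whether the sequenced mutants were these, and the direction of the genes was not used. No biological explanation was tested.

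A difference between the cckA and ctrA mutants was called for PGA1_c22700, at -2.01 (standard error 0.09, adjusted p = 4.65e-08 from edgeR). Against the wild type it had 1.80 in the ctrA mutant, 2.38 in the chpT mutant and -0.21 in the cckA mutant, where both libraries (339 and 288 counts) lay near the wild type (364 and 364 counts). It was chosen after its values were seen.

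A signal on the 65 kb chromid, outside the replicons that the paper discusses, was PGA1_65p00270, with a log2 fold change of -1.54 in the chpT mutant (adjusted p = 0.0014 from edgeR) from 105 and 129 counts in the wild type and 39 and 49 in the chpT mutant.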

How the results depend on the processing

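The Holm adjustment, the table without rRNA and tRNA genes, the overlap in any direction and the other summaries of the cluster folds were chosen after the results were seen. Over 20 settings, 7184 of 7319 values of named genes kept their direction and their side of the thresholds, 48 lost a call, 69 gained one and 18 changed sign. A value entered this tally if it was called in the main fit against the wild type or is given in the text. Many of these genes were named for large changes, so the tally does not measure how stable the values of all genes are. The number of genes called in the same direction in all 3 mutants was 115 to 120 under the settings that kept the fold threshold and all libraries, and 114 to 117 with 1 library left out. In any direction it was 129 in the main fit, 126 to 133 under the former settings and 124 to 133 with 1 library left out. Genes that the filter on low counts removes have no value under it. Except where stated, the cause of a change was not tested.

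The likelihood ratio test, with Benjamini-Hochberg, Bonferroni or Holm adjustment, called 4 genes between the cckA and ctrA mutants, and with Benjamini-Hochberg adjustment 1 gene of the gene transfer agent in the chpT mutant. Bonferroni or Holm adjustment ended the call of PGA1_c25960 in the chpT mutant and that of dprA between the chpT and ctrA mutants (1.04). DESeq2 and the likelihood ratio test, with Benjamini-Hochberg, Bonferroni or Holm adjustment, called dprA between the cckA and ctrA mutants, as did the fit without normalization factors. Bonferroni adjustment and DESeq2 (0.99) ended the call of PGA1_262p01190 in the chpT mutant.

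Without normalization factors, 1 sigma and anti-sigma factor gene, rbsV, was called in the ctrA mutant, the neighbouring rbsW was also called there, and PGA1_262p01190 was not called in the chpT mutant (0.93). The signs of pgaR1 (PGA1_c03880) in the ctrA mutant (-0.018) and chpT mutant (-0.021), of rpoH (PGA1_c09010) in the ctrA mutant (-0.000385) and of PGA1_c26660 in the ctrA mutant (-0.067) changed. The median rise of the chromosomal siderophore genes in the cckA mutant was 13.7-fold without factors and 13.4-fold with upper-quartile factors, and the largest fall of the chemotaxis run in the chpT mutant was 34.1-fold without factors.

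Without the fold threshold, which lets smaller changes pass, 642 genes were lower and 493 higher in the ctrA mutant, 655 and 510 in the cckA mutant, and 436 and 226 in the chpT mutant. All 3 mutants shared 301 genes in the same direction, and the ctrA and cckA mutants 562 without the chpT mutant. The contrasts called 956 genes between the chpT and ctrA mutants, 922 between the chpT and cckA mutants and 6 between the cckA and ctrA mutants. Calls in the ctrA, cckA and chpT mutants were 2, 2 and 2 for pilus genes; 19, 29 and 22 for ribosomal proteins; 7, 9 and 3 for oxidative phosphorylation; 10, 10 and 3 for chaperones; 2, 2 and 0 for DNA repair; 4, 6 and 4 for cell cycle; 1, 2 and 0 for surface polysaccharide; 0, 0 and 1 for type IV secretion; 2, 1 and 0 for transposases; 1, 5 and 5 for phenylacetate; 5, 6 and 4 for RTX proteins; 2, 2 and 1 for sigma factors. In the chpT mutant 1 gene for tropodithietic acid was lower, and 2 iron uptake genes and 6 of the 78 kb siderophore genes were called. By replicon, the 3 mutants had 89, 90 and 52 calls on the 262 kb chromid, 28, 31 and 14 on the 78 kb chromid and 13, 14 and 7 on the 65 kb chromid.

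With fits of only the 2 strains compared, which have fewer libraries, 5 genes of nitric oxide reduction were lower in the ctrA mutant. The calls of norD, PGA1_262p01210 and PGA1_262p01220 ended because the adjusted p rose, while their log2 fold changes were -1.77, -1.77 and -1.77 with all libraries and -1.78, -1.77 and -1.77 with 2 strains (standard errors 0.32, 0.35 and 0.29 with all libraries and 0.40, 0.46 and 0.31 with 2 strains, adjusted p = 0.0158, 0.0222 and 0.0122 with all libraries and 0.0818, 0.107 and 0.0524 with 2 strains, from edgeR). The call of PGA1_c25960 in the chpT mutant ended in the same way, at -1.96 and -1.95 (standard errors 0.48 and 0.65, adjusted p = 0.0134 and 0.0764 from edgeR). In these fits 0 sigma and anti-sigma factor genes were called in the chpT mutant by edgeR's quasi-likelihood test, where rbsV was called with all libraries. With the replicate letter as a block, 0 sigma and anti-sigma factor genes were called in the chpT mutant (rbsV -0.999), and dprA was not called between the chpT and ctrA mutants. The differences between replicates A and B had correlations across genes from -0.0630 to 0.208 between strains, so the letters were not taken as pairs. The highest, 0.208, was between the ctrA and cckA mutants, and the next, 0.0461, between the wild type and the cckA mutant. The labels give no batch, so whether the ctrA and cckA libraries shared one cannot be told. Sigma and anti-sigma factor genes with an unadjusted p under 0.05 numbered 2 in the chpT mutant with all libraries.

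With 1 library left out, the lone library of that strain is assumed to vary like the others. Iron uptake genes called in the chpT mutant ranged from 1 to 2 (2 without wild-type replicate B or replicate A of the chpT mutant). Sigma and anti-sigma factor genes ranged from 0 to 1 in the ctrA mutant (1 without wild-type replicate B or replicate A of the ctrA mutant) and from 0 to 1 in the chpT mutant (0 without wild-type replicate A or replicate A of the chpT mutant). Genes of the 65 kb chromid called in the ctrA mutant ranged from 0 to 1 (1 without replicate B of the ctrA mutant). Median folds ranged from 12.4 to 14.2 for tropodithietic acid in the ctrA mutant and from 11.6 to 14.4 and 11.5 to 14.3 for the chromosomal siderophore genes in the ctrA and cckA mutants, and the largest fold of the chemotaxis run in the chpT mutant from 31.1 to 38.7.

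Genes whose small changes took both signs with 1 library left out were chpT (PGA1_c15530, -0.078 to 0.060 in the ctrA and -0.077 to 0.11 in the cckA mutant), PGA1_c08540 (-0.035 to 0.0063, cckA mutant), PGA1_c16740 (-0.13 to 0.077, ctrA mutant, and -0.36 to 0.074, chpT mutant), pgaR1 (PGA1_c03880, -0.044 to 0.18, ctrA mutant), radC (PGA1_c34550, -0.85 to 0.034, cckA mutant), rpoH (PGA1_c09010, -0.064 to 0.025, cckA mutant), PGA1_c26660 (-0.040 to 0.073, ctrA mutant) and PGA1_c16580 (-0.15 to 0.038, chpT mutant).

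As the mean of the log2 fold changes, the fold for tropodithietic acid was 9.45 in the ctrA and 9.39 in the cckA mutant and that of the chromosomal siderophore genes 11.6 and 11.7. The median for tropodithietic acid between the bounds of the legend was 7.49 and 7.73. The lowest median of a window was -2.19, -2.31 and -2.22 in the ctrA, cckA and chpT mutants with windows of 25 genes and -0.11, -0.12 and -0.10 with windows of 100 genes, of which the genes of each region fill less. With CPM from library totals the median of the gene transfer agent genes was 0.353 CPM in the chpT mutant. Depth limits the genes with few counts, such as the gene transfer agent genes and the siderophore genes in the chpT mutant.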

Differences from the paper's values

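The Holm adjustment, the overlap in any direction, the means of the cluster folds and the bounds of the legend were chosen after the results were seen, and the other settings in this part were set before the data were examined. The genes for tropodithietic acid were lower by a median of 13.7-fold in the ctrA mutant and 13.0-fold in the cckA mutant, where the paper gives 8-fold (the paper's value), and the medians of these 10 genes stayed more than 1.5 times the paper's value under every alternative set before the data were examined. Other summaries, chosen after seeing the values, fell within 1.5 times it. The mean of the log2 fold changes of the 10 genes gave 9.45-fold and 9.39-fold, and the median of all 19 genes from PGA1_262p00800 to PGA1_262p00980, the bounds in the legend of Fig. 4, gave 7.49-fold and 7.73-fold, with 0 of the 10 genes dropped in either. The chromosomal siderophore genes were higher by a median of 12.9-fold in the ctrA mutant and 13.6-fold in the cckA mutant, where the paper gives 8-fold (the paper's value). Without wild-type replicate B these were 11.6-fold and 11.5-fold, within 1.5 times the paper's value, and under the other alternatives set before the data were examined they were not. The means of the log2 fold changes, chosen after seeing the values, gave 11.6-fold and 11.7-fold, also within 1.5 times. The paper does not say how the folds of the clusters were summarized. It describes the siderophore trait as regulated exclusively in the ctrA and cckA mutants. Of the 9 labelled chromosomal genes, 8 were also called in the chpT mutant, as lower and from low counts. Some of these calls ended with a single library left out.

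The paper reports 127 genes shared by the 3 mutants as mostly downregulated. At the paper's thresholds 116 genes were shared in the same direction and 129 in any direction, 12 of the latter higher in the ctrA and cckA mutants and lower in the chpT mutant. The likelihood ratio test that the paper's methods state, with Benjamini-Hochberg adjustment, gave 120 in the same direction and 133 in any direction, and 68 for the further genes of the ctrA and cckA mutants below. Over the settings that kept the fold threshold, the number in any direction ran from 124 to 133. In any direction DESeq2 gave 127, as did leaving out wild-type replicate B, replicate B of the ctrA mutant or replicate B of the cckA mutant. For the paper's 70 further genes of the ctrA and cckA mutants the value was 69, and 70 with RLE factors, without factors, with the replicate block and without wild-type replicate A. The likelihood ratio test with Holm adjustment, chosen after seeing the values, gave 127 and 70 and dropped 0 of the 30, 29 and 11 genes called in the ctrA, cckA and chpT columns of the part of Table S5 used. There the log2 fold changes of the likelihood ratio test lay within 0.001 of the paper's for 144 of 144 genes in each mutant. The column labelled FDR lay within 1% of Holm-adjusted p-values for 144 of them, and of Benjamini-Hochberg adjusted p-values for 5, 5 and 3.

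The paper's text describes the operon for nitric oxide reduction as repressed, without naming mutants. Its Table S5 gives the log2 fold changes of these genes for each mutant. Those of the likelihood ratio test lay within 0.001 of them, so the difference lies in the wording of the text. All 8 genes were lower in the ctrA and cckA mutants (5 in the ctrA mutant with only the 2 strains compared, where the folds stayed and the adjusted p of the others rose), 0 were lower in the chpT mutant by edgeR's quasi-likelihood test, DESeq2 or the likelihood ratio test (4 with an unadjusted p under 0.05), and PGA1_262p01190 was called higher there by edgeR at 1.01. That call, near the fold threshold, ended with DESeq2 (0.99), with Bonferroni adjustment, without normalization factors (0.93), without wild-type replicate B (0.87) and without replicate B of the chpT mutant (0.79). The calls of norD (PGA1_262p01200) and PGA1_262p01210 in the ctrA and cckA mutants also ended when certain single libraries were left out.

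The paper describes the homologs of rbsW and rbsV as not repressed. PGA1_c33200, labelled rbsV in Fig. 5C, was called lower in the chpT mutant, at -1.01, and PGA1_c33190, labelled rbsW, was not called. The annotation used describes the product of PGA1_c33200 as an anti-sigma-B factor kinase, a description of RbsW, so which of the pair was called is uncertain beyond its locus. Without wild-type replicate A or replicate A of the chpT mutant (-0.98 and -0.99), with only the 2 strains compared and with the replicate block, PGA1_c33200 was not called there. The paper places the changes on the chromosome and the 262 kb and 78 kb chromids, and PGA1_65p00270 on the 65 kb chromid was called in the cckA mutant (-1.37) and the chpT mutant (-1.54). The paper describes the transcripts of the phosphorelay genes as unaffected by each other. None was called, and ctrA had an adjusted p of 3.41e-04 in the cckA mutant and 1.4e-04 in the chpT mutant from edgeR, with log2 fold changes of -0.38 and -0.45.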

Other observations

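The tests of the gene lists in this part were planned, the searches for their genes were written after fold changes had been seen, and the run of transporter genes was chosen after the results were seen.

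Lists on which the paper makes no claim as a whole had few or no called genes, though the genes of some moved slightly one way. Some of them hold single genes that the paper names, such as divL1, rbsV and algC. In each mutant edgeR's quasi-likelihood test, DESeq2 and the likelihood ratio test called 0 of 51 ribosomal protein genes, 0 of 16 chaperone and heat shock protease genes, 0 of 9 DNA repair genes, 0 of 10 surface polysaccharide genes, 0 of 2 type IV secretion genes and 0 of 30 transposase genes, and edgeR's test called the same numbers when adjusted over each list alone. At an unadjusted p under 0.05 there were 31, 36 and 36 ribosomal protein genes in the ctrA, cckA and chpT mutants, 10, 12 and 5 chaperone genes, 3, 4 and 3 DNA repair genes, 2, 4 and 0 surface polysaccharide genes, 0, 1 and 2 type IV secretion genes and 3, 3 and 0 transposase genes. The ribosomal protein genes had medians of 0.18, 0.22 and 0.20, and the camera call of this list (adjusted p = 0.00173, 1.53e-04 and 4.35e-05) was lost with an estimated correlation (adjusted p = 0.383, 0.271 and 0.287). The test fry asks whether the genes of a list move on balance one way and does not compare them with other genes. By fry the ribosomal protein genes rose (adjusted p = 0.0035, 0.00163 and 0.00408 in the ctrA, cckA and chpT mutants), the chaperone and heat shock protease genes fell (adjusted p = 6.52e-04, 3.1e-04 and 0.00709, medians -0.24, -0.27 and -0.12), and the DNA repair genes rose in the chpT mutant (adjusted p = 0.0103, median 0.10).

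Of 22 oxidative phosphorylation genes, 1, PGA1_c25750, was lower in the ctrA mutant (-1.05), and 0 were called in the cckA and chpT mutants by edgeR's quasi-likelihood test, DESeq2 and the likelihood ratio test, with 9, 9 and 6 at an unadjusted p under 0.05 in the 3 mutants. Of 14 cell cycle genes, sciP and divL1 were lower in the ctrA and cckA mutants and sciP in the chpT mutant. The camera call of this list in the cckA mutant (adjusted p = 0.0469) was lost with an estimated correlation (adjusted p = 0.179). Of 13 phenylacetate genes, 1, PGA1_262p00800, which is also on the list for tropodithietic acid, was lower in the ctrA and cckA mutants, and 0 were called in the chpT mutant by the 3 tools, with 9 at an unadjusted p under 0.05. Of 10 RTX and type I secretion genes, 1, PGA1_c30600, was lower in each mutant (-1.76, -1.71 and -1.59). Of 7 sigma and anti-sigma factor genes, 0 were called in the ctrA and cckA mutants by the 3 tools, with 3 and 2 at an unadjusted p under 0.05, and 1, rbsV, was lower in the chpT mutant. Without wild-type replicate A rbsV (PGA1_c33200) had -0.98 there, and without replicate A of the chpT mutant -0.99, and was not called. These called genes were also called when adjusted over their list alone. By fry the lists of this paragraph with an adjusted p under 0.05 fell. They were oxidative phosphorylation in the ctrA mutant (adjusted p = 0.0424), the cell cycle in the ctrA, cckA and chpT mutants (adjusted p = 1.26e-04, 1.03e-04 and 3.22e-04), phenylacetate in the ctrA and cckA mutants (adjusted p = 0.00581 and 0.00603), RTX and type I secretion in the cckA and chpT mutants (adjusted p = 0.0081 and 0.00709) and sigma and anti-sigma factors in the chpT mutant (adjusted p = 0.00709). The median of the RTX list was 0.06 in the cckA mutant, so it and fry differ in sign there. That of oxidative phosphorylation was -0.02 in the ctrA mutant. The cell cycle list had medians of -0.05, -0.08 and -0.07 in the ctrA, cckA and chpT mutants, while its member sciP had -4.08, -3.75 and -4.48. Phenylacetate had medians of -0.16 and -0.18 in the ctrA and cckA mutants and lowest values of -2.91 and -2.95. A fall by fry thus need not hold for most genes of a list.

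The run PGA1_c20660 to PGA1_c20680 (2141056 to 2144246), of which PGA1_c20670 is annotated as the small permease subunit of a TRAP transporter and PGA1_c20680 as a binding protein for C4-dicarboxylates, was lower in the chpT mutant, with log2 fold changes of -2.73 for PGA1_c20660, -3.22 for PGA1_c20670 and -2.93 for PGA1_c20680 (standard errors 0.15, 0.30 and 0.10). None of the 3 was called in the ctrA or cckA mutant. The contrasts with the ctrA mutant were -2.60, -3.09 and -2.94, and those with the cckA mutant -2.67, -3.17 and -3.10, all called by edgeR.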
